# Longevity is determined by ETS transcription factors in multiple tissues and diverse species

**DOI:** 10.1371/journal.pgen.1008212

**Published:** 2019-07-29

**Authors:** Adam J. Dobson, Richard Boulton-McDonald, Lara Houchou, Tatiana Svermova, Ziyu Ren, Jeremie Subrini, Mireya Vazquez-Prada, Mimoza Hoti, Maria Rodriguez-Lopez, Rita Ibrahim, Afroditi Gregoriou, Alexis Gkantiragas, Jürg Bähler, Marina Ezcurra, Nazif Alic

## Abstract

Ageing populations pose one of the main public health crises of our time. Reprogramming gene expression by altering the activities of sequence-specific transcription factors (TFs) can ameliorate deleterious effects of age. Here we explore how a circuit of TFs coordinates pro-longevity transcriptional outcomes, which reveals a multi-tissue and multi-species role for an entire protein family: the E-twenty-six (ETS) TFs. In *Drosophila*, reduced insulin/IGF signalling (IIS) extends lifespan by coordinating activation of *Aop*, an ETS transcriptional repressor, and *Foxo*, a Forkhead transcriptional activator. *Aop* and *Foxo* bind the same genomic loci, and we show that, individually, they effect similar transcriptional programmes *in vivo*. In combination, *Aop* can both moderate or synergise with *Foxo*, dependent on promoter context. Moreover, *Foxo* and *Aop* oppose the gene-regulatory activity of *Pnt*, an ETS transcriptional activator. Directly knocking down *Pnt* recapitulates aspects of the *Aop*/*Foxo* transcriptional programme and is sufficient to extend lifespan. The lifespan-limiting role of *Pnt* appears to be balanced by a requirement for metabolic regulation in young flies, in which the *Aop-Pnt-Foxo* circuit determines expression of metabolic genes, and *Pnt* regulates lipolysis and responses to nutrient stress. Molecular functions are often conserved amongst ETS TFs, prompting us to examine whether other *Drosophila* ETS-coding genes may also affect ageing. We show that five out of eight Drosophila ETS TFs play a role in fly ageing, acting from a range of organs and cells including the intestine, adipose and neurons. We expand the repertoire of lifespan-limiting ETS TFs in *C*. *elegans*, confirming their conserved function in ageing and revealing that the roles of ETS TFs in physiology and lifespan are conserved throughout the family, both within and between species.

## Author summary

Understanding the basic biology of ageing may help us to reduce the burden of ill-health that old age brings. Ageing is modulated by changes to gene expression, which are orchestrated by the coordinate activity of proteins called transcription factors (TFs). E-twenty six (ETS) TFs are a large family with cellular functions that are conserved across animal taxa. In this study, we examine a longevity-promoting transcriptional circuit composed of two ETS TFs, *Pnt* and *Aop*, and *Foxo*, a forkhead TF with evolutionarily-conserved pro-longevity functions. This leads us to demonstrate that the activity of the majority of ETS TFs in multiple tissues and even different animal taxa regulates lifespan, indicating that roles in ageing are a general feature of this family of transcriptional regulators.

## Introduction

Ageing is characterised by a steady systematic decline in biological function, and increased likelihood of disease[1]. Understanding the basic biology of ageing therefore promises to help improve the overall health of older people, who constitute an ever-increasing proportion of our populations. In experimental systems, healthy lifespan can be extended by altered transcriptional regulation, coordinated by sequence-specific TFs[2–6]. Thus, understanding TFs’ functions can reveal how to promote health in late life. Forkhead family TFs, especially Forkhead Box O (*Foxo*) orthologues, have been studied extensively in this context. This effort has been driven by the association of *Foxo3a* alleles with human longevity[7]; and the findings that the activation of Foxos is necessary and sufficient to explain the extension of lifespan observed following reduced insulin/IGF signalling (IIS) in model organisms[8–11]. Foxos interact with additional TFs in regulatory circuits, and it is in this context that their function must be understood. For example, in *Caenorhabditis elegans*, the pro-longevity activity of *Daf-16* is orchestrated with further TFs including *Hsf*, *Elt-2*, *Skn-*1, *Pqm-1* and *Hlh-30/Tfeb* [3,12–15]. Examining regions bound by Foxos across animals has highlighted the conserved presence of sites to bind ETS family TFs[16]. In *Drosophila*, two members of this family, namely *Aop* (a.k.a. *Yan*) and *Pnt*, have been linked to ageing via genetic interactions with *Foxo* and IIS[4], and similar interactions are evident in *C*. *elegans* [17]. These findings raise questions of the overall roles of ETS factors in ageing, and their relationship to the activities of Foxos.

The ETS TFs are conserved across animals, including 28 representatives in humans[18,19]. Their shared, defining feature is a core helix-turn-helix DNA-binding domain, which binds DNA on 5’-GGA(A/T)-3’ ETS-binding motifs (EBMs). They are differentiated by tissue-specific expression, and variation in peripheral amino acid residues which, along with variation in nucleotides flanking the core EBM, confers DNA-binding specificity[20]. ETS TFs generally function as transcriptional activators, but a few repress transcription[21,22]. *Aop* is one such repressor in *Drosophila*. *Aop* and its human orthologue *Tel* are thought to repress transcription by competing with activators for binding sites[21,23], recruiting co-repressors[22,24,25], and forming homo-oligomers that limit activator access to euchromatin[26–30]. Consequently, *Aop*'s role in physiology must be explored in the context of its interactions with additional TFs, especially activators. *Foxo* is one such activator[31]. Both *Foxo* and *Aop* are required for longevity by IIS inhibition[9], each is individually sufficient to extend lifespan[4], and both are recruited to the same genomic loci *in vivo*. Whilst activating either in the gut and fat body extends lifespan, the effect of activating both is not additive. Furthermore, if *Aop* is knocked down, activating *Foxo* not only ceases to extend lifespan, but even becomes deleterious for lifespan[4]. Overall, these findings suggest that gene expression downstream of IIS is orchestrated by the coordinated activity of *Aop* and *Foxo*, and that there is a redundancy in the function of the two TFs, even though *Foxo* is a transcriptional activator and *Aop* a transcriptional repressor. We started this study by characterising *Aop* and its relationship with relevant transcriptional activators, including *Foxo*. This led us to uncover that roles in ageing are widespread throughout the ETS TF family, extending across multiple fly tissues and diverse animal taxa.

## Results

### AOP orchestrates an equivalent transcriptional programme to FOXO *in vivo*

How does the transcriptional programme triggered by *Aop* relate to that triggered by *Foxo*? We sought to identify genes that were differentially regulated in response to activation of either TF. We focused on adult female fly guts and fat bodies (equivalent to mammalian liver and adipose), since these are the organs from which *Foxo* and *Aop* promote longevity[4]. We induced expression of *Foxo*, *Aop*^*ACT*^ (encoding a constitutively active form of AOP) or both under the control of the *S*_*1*_*106* driver by feeding flies with the RU_486_ inducer. We profiled genome-wide transcriptional changes in dissected guts and abdominal fat bodies (as associated with the cuticle) with RNA-Seq and identified genes responding to RU_486_ within each genotype at a False Discovery Rate (FDR) of 10% (these and all subsequently mentioned gene set assignments are given in S1 Supplementary Information, along with full statistics for all genes in all genotypes; the key to the location of each sheet is contained within the S1 Supplementary Information). In both tissues, we found that the sets of genes regulated by either *Foxo* or *Aop*^*ACT*^ overlapped significantly (gut p<10^−19^, fat body p<10^−4^, Fig 1A). To further assess whether *Aop*’s and *Foxo*’s transcriptional programmes were similar, we tested for correlated expression changes in response to the two TFs within the union of all 712 genes differentially regulated by either TF in the gut, or the equivalent 727 genes in the fat body. The transcriptional programmes triggered by *Foxo* or *Aop*^*ACT*^ were significantly correlated within these unions (Fig 1B and 1C, Kendall's Tau rank-correlation test: gut tau = 0.17, p = 1e-14; fat body tau = 0.32, p<2.2e-16). Interestingly, the sets of differentially expressed genes were largely tissue-specific (S1 Fig), suggesting that this correlated response may be a general feature of the *Aop* and *Foxo* regulons and independent of the tissue-specificity of target promoters. Gene Ontology (GO) enrichment analysis suggested that, in the gut, this combined set of *Aop-* and *Foxo*-regulated genes tended to be involved in translation and energy metabolism, whilst the equivalent analysis in the fat body showed enrichment for regulators of gene expression (details of this GO analysis and all those subsequently mentioned are given in S1 Supplementary Information). We independently confirmed this correlated response to *Aop* and *Foxo* using qRT-PCR of two transcripts identified by transcriptomics: a characterised transcriptional target of IIS [32], *tobi* (Fig 1D, linear model: RU_486_ F_1,13_ = 26.04, p = 2e-4; no effect of genotype, full details of this and all subsequent linear models are contained in one sheet of the S1 Supplementary Information), and alcohol dehydrogenase (*Adh*, Fig 1E*—*linear model: RU_486_ F_1,9_ = 7.83, p = 0.02; no effect of genotype). Hence, *Aop* and *Foxo* not only promote longevity, but also individually effect equivalent transcriptional programmes.

**Fig 1:**
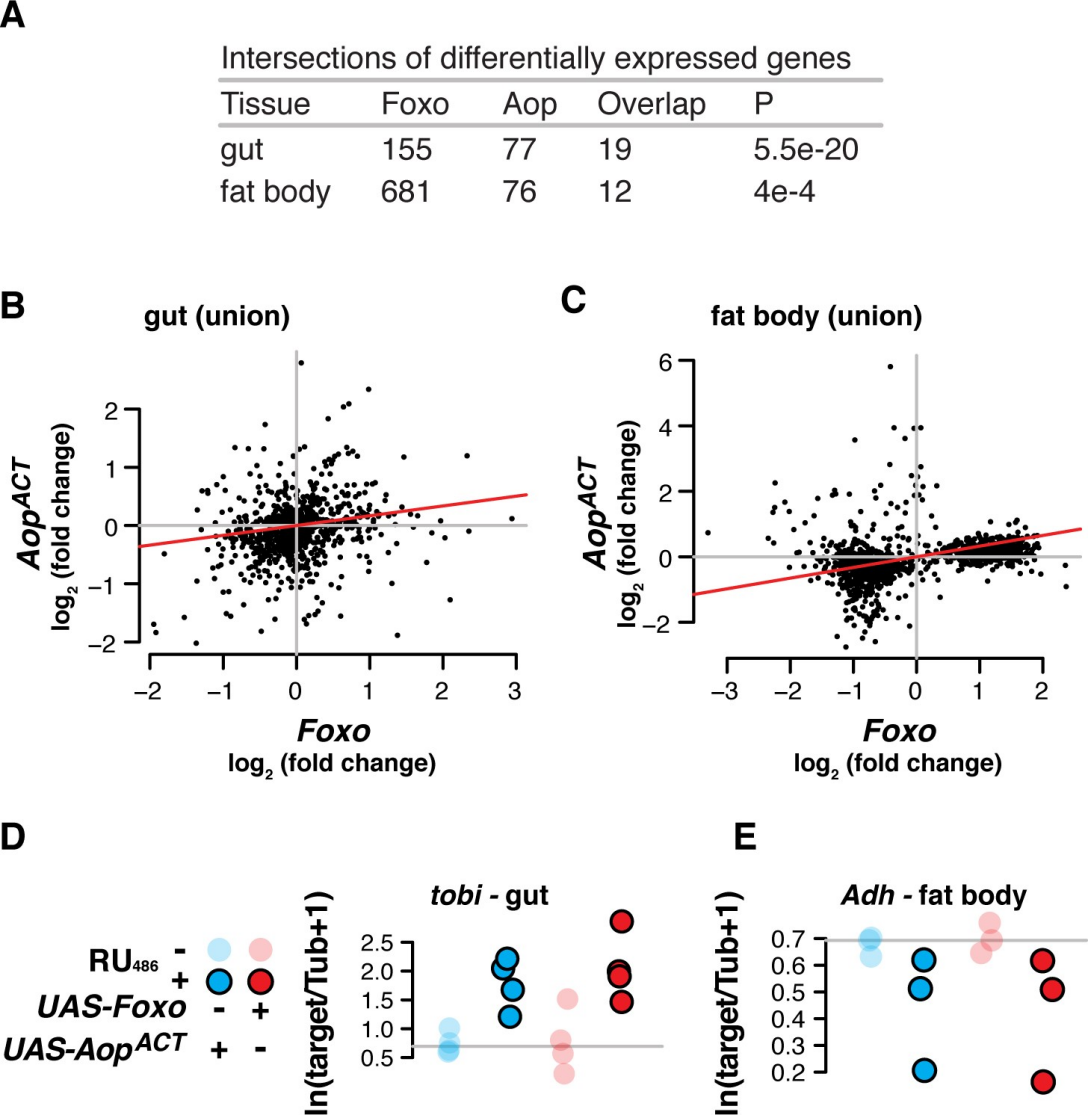
*Aop* recapitulates *Foxo’s* transcriptional output. **(A)** Transcriptomic analysis reveals that overexpression of either *Foxo* or *Aop*^*ACT*^ under control of *S_1_06* induces differential expression of an overlapping set of genes, in both gut and fat body. P values from hypergeometric tests. **(B-C)** In both gut and fat body, in the unions of sets of differentially expressed genes, transcriptomic effects of *Aop*^*ACT*^ correlate those of *Foxo* (log_2_ fold-change expression, calculated by DESeq2). Red lines show correlation coefficients (Kendall’s Tau, p<10e-14 for both tissues). **(D-E)** qRT-PCR confirms congruent effects of *Aop*^*ACT*^ and *Foxo* in fat body and gut (linear model: RU_486_ p<0.05 for either target, no effect of TF).

### *Aop* modulates *Foxo*'s transcriptional outputs

What are the outcomes of combining *Aop* and *Foxo* activity? FOXO co-localises extensively with AOP in the genome, with 60% of FOXO-bound loci also bound by AOP in the adult gut and fat body[4]. Since AOP functions by repressive interactions with transcriptional activators, we hypothesised that FOXO activity would be modulated by AOP. We tested this hypothesis *in vitro*. Transcriptional reporters were constructed by combining the *Adh* basal promoter with FOXO-responsive elements (FREs: AACA), ETS-binding motifs (EBMs: GGAA) or both, and examined for their response to FOXO and AOP^ACT^ in *Drosophila* S2 cells (Fig 2A, S2 Fig). In the presence of EBMs, AOP prevents activation by ETS activators [e.g. 33]. In the presence of FREs, FOXO is known to activate transcription [31]. We confirmed published observations for individual TFs on the reporters that contained their individual binding elements: FOXO was sufficient to activate transcription from the FREs (t-test t = 6.64, p = 3.7e-5), while, as expected [23,26,28], AOP^ACT^ did not impact expression from EBMs (t-test t = -0.66, p = 0.26).

**Fig 2:**
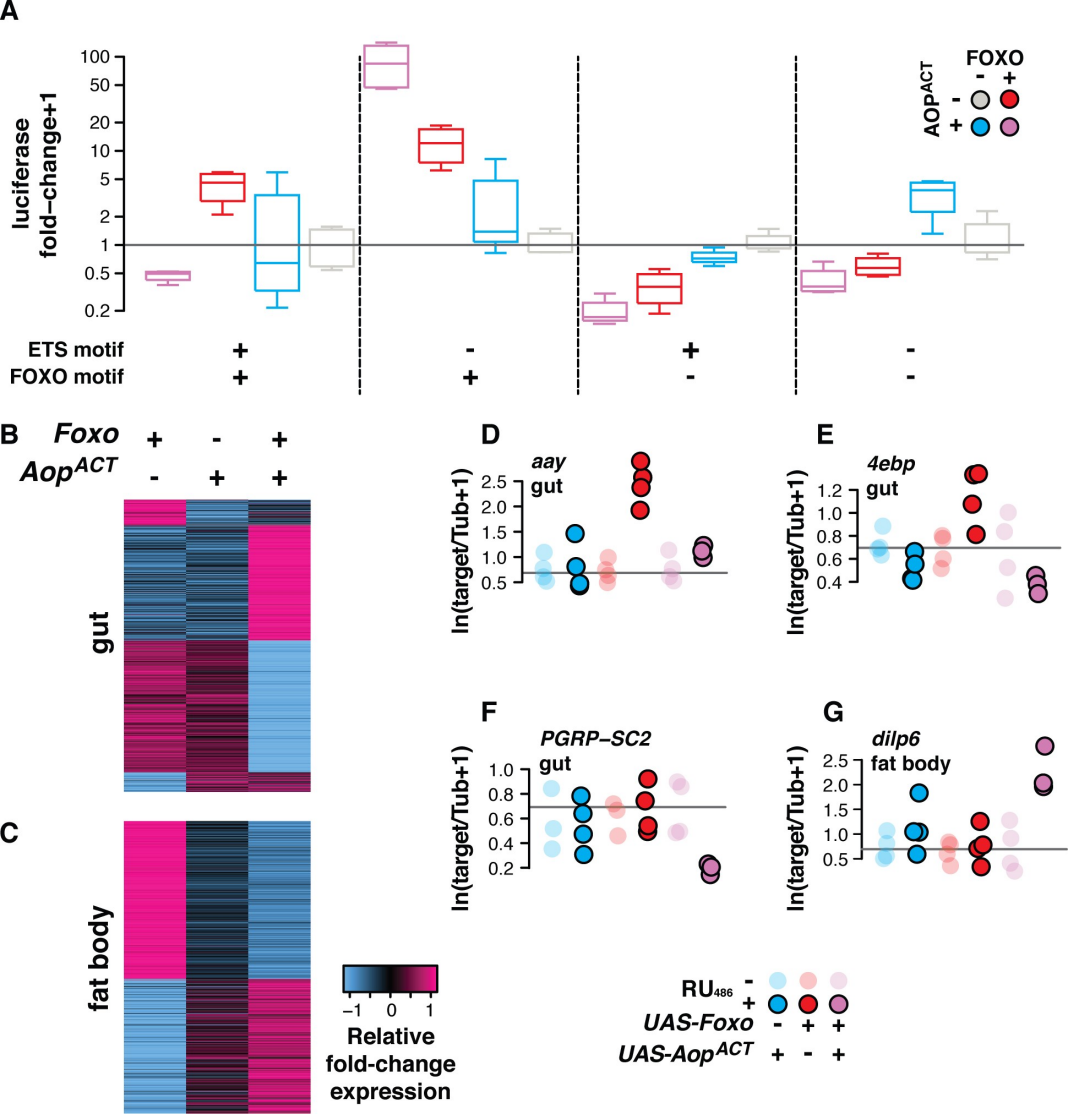
*Aop* modulates *Foxo’s* transcriptional outputs. **(A)** *In vitro* (*Drosophila* S2 cells), AOP^ACT^ alters FOXO's transcriptional output. Representative of three replicate experiments shown, see S2 Fig for each separate replicate and their pool. When both AOP^ACT^ and FOXO can bind a promoter (ETS and FOXO motifs present), AOP^ACT^ directly moderates FOXO activity. When only FOXO can bind a promoter (only FOXO motif present), AOP^ACT^ indirectly synergises with FOXO activity. No significant reporter activity is detected in the absence of FOXO motifs. Statistical modelling confirms that consequence of combining TFs depends on combination of promoter motifs (linear model: Foxo:Aop:FRE:EBM F_1,48_ = 11.41, p = 1e-3). Plot shows luciferase reporter activity from *Drosophila* S2 cells transfected with expression constructs containing combined ETS-binding motifs (EBMs—GGAA) and FOXO-responsive elements (FREs—AACA), upstream of a basal *Adh-Firefly*^*luciferase*^ reporter. Activity is shown following normalisation to internal *Renilla*^*luciferase*^ controls, and calculation of fold-change over the median expression of each reporter in the absence of FOXO and AOP^ACT^. **(B-C)** *In vivo*, expressing *Aop*^*ACT*^ moderates and synergises with *Foxo* to determine transcriptomic output in the gut and fat body (*S_1_06*). Sets of differentially expressed genes regulated interactively by *Aop* and *Foxo* (10% FDR) are shown. Rows represent relative fold-change in expression (Z-scores, log_2_ fold-change expression from DESeq2 output). **(D-G)** qRT-PCR validation of patterns indicated *in vivo* by transcriptomics. In gut, **(D—E)** *Aop*^*ACT*^ abrogates *Foxo's* activation of *aay* and *4ebp* (linear models: *aay* genotype:RU_486_ F_2,17_ = 15.43, p = 1e-4; *4ebp* genotype:RU_486_ F_2,17_ = 8.38, p = 2e-3), while **(F)** they synergise to repress *PGRP-SC2* in the gut (linear model: genotype:RU_486_ F_2,15_ = 4.06, p = 0.03); **(G)** *Aop*^*ACT*^ and *Foxo* synergise to activate *dilp6* in fat body (linear model: genotype:RU_486_ F_2,17_ = 6.61, p = 8e-3).

We conducted three replicate experiments to assess the interactive output of AOP and FOXO. Combining the FREs and EBMs allowed AOP^ACT^ to attenuate activation by FOXO, revealing that AOP can moderate FOXO’s activity when brought onto the same promoter. By striking contrast, in the absence of EBMs, AOP^ACT^ synergised with FOXO to stimulate induction to an order of magnitude greater than FOXO alone, indicating that AOP^ACT^ can indirectly accentuate FOXO’s ability to activate transcription (Fig 2A). While the magnitude of these effects varied, it was consistently present across three independent experiments (S2 Fig). To analyse these data we used linear modelling, testing how the complement of TF binding motifs altered the output of combining the TFs, both in each individual experiment, and across the three experiments. This analysis confirmed that the output of combining AOP and FOXO was promoter-dependent (Linear model: FOXO:AOP:FRE:EBM—data from all three replicates, F_1,158_ = 21.06, p = 9e-6; data from Fig 2A F_1,48_ = 15.34, p = 2e-4; see also statistical analysis section of S1 Supplementary Information). Since the synergistic interaction occurred in the absence of EBMs, this is most likely an indirect effect, occurring not via a direct interaction on the promoter but rather via AOP-induced transcriptional changes elsewhere in the genome. Note that in the presence of EBMs, any synergistic effect of AOP appears counteracted by the repression occurring from direct AOP binding to the promoter. Synergy may account in part for the similarity of AOP’s and FOXO’s transcriptional programmes *in vivo* (Fig 1). Hence, AOP is not only able to moderate the activity of other ETS activators, but also the Forkhead TF FOXO, with the presence or absence of EBMs in a promoter determining whether AOP enhances or moderates FOXO activity.

The *in vitro* analysis suggested that *Foxo*’s *in vivo* output should depend on *Aop* activity. To examine if synergy and antagonism of *Foxo* by *Aop* can be observed on native promoters *in vivo*, we looked at what happens when *Aop* and *Foxo* were combined. We used our above-described RNA-Seq experiment and sorted the union of differentially expressed genes by the direction of regulation upon induction of *Foxo*, *Aop*^*ACT*^, or both, paying attention to altered regulation when the TFs were co-induced. To visualise the groupings, we compared the fold-change values for each gene between different conditions by calculating per gene Z-score (number of standard deviations away from the mean fold-chage; Fig 2B and 2C). In this way, we could identify sets of genes that may be synergistically or antagonistically regulated by *Aop* and *Foxo*. We note that neither *Aop* nor *Foxo* were significantly down-regulated by the other in either tissue, indicating that their combined transcriptomic outputs result from interactive effects on promoters (S1 Supplementary Information). We selected specific candidates for validation by qRT-PCR, and used linear models to test for interactive effects of the TFs, indicated by differential effects of RU_486_ feeding on the study genotypes. Indeed, we found that *Aop* was able to antagonise *Foxo*’s induction of *aay* and *4ebp* in the gut (Fig 2D and 2E; *aay* genotype:RU_486_ F_2,17_ = 15.43, p = 1e-4; *4ebp* genotype:RU_486_ F_2,17_ = 8.38, p = 2e-3; full analysis in S1 Supplementary Information). On the other hand, *Aop* synergised with *Foxo* to modulate expression of *PGRP-SC2* in the gut and *dilp6* in the fat body (Fig 2F and 2G; *PGRP-SC2* genotype:RU_486_ F_2,15_ = 4.06, p = 0.03; *dilp6* genotype:RU_486_ F_2,17_ = 6.61, p = 8e-3; full analysis in S1 Supplementary Information). Thus, transcript profiling followed by qRT-PCR validation confirmed that the two modes of AOP:FOXO interaction observed on synthetic reporters can also occur *in vivo*. This simultaneous synergy and antagonism of AOP and FOXO may explain why, whilst activation of either TF is sufficient to promote longevity, their co-activation does not extend lifespan additively[4].

### *Aop* and *Foxo* broker transcriptomic outcomes *in vivo* with *Pnt*

Whilst interactions with FOXO appear to account for some of the transcriptional outputs of AOP, 80% of AOP-bound genomic sites are not bound by FOXO *in vivo*[4]. Since AOP alone is insufficient to regulate transcription when brought onto a promoter (Fig 2A and references[21,23,26,28]), interactions with other transcriptional activators must account for the full breadth of *Aop*'s physiological and transcriptomic effects. *Pnt* is one such transcriptional activator. *Pnt* and *Aop* have mutually antagonistic roles in development, which is presumed to occur by competition for binding sites since the two recognise the same DNA sequence[23,30,34]. We confirmed this interaction on reporters in S2 cells: Transcriptional induction by PNT^P1^ (a constitutively active isoform[35]) was completely blocked by AOP^ACT^ (Fig 3A, linear model AOP:PNT F_1,16_ = 41.8, p = 7.9e-6; also see references[23,28,36,37]), suggesting that PNT inhibition may be a key factor in *Aop*’s pro-longevity effect. Additionally, *Pnt* over-expression can block the longevity effects of both *Foxo* and IIS [4,9], suggesting that *Pnt* may also modify *Foxo’s* transcriptional output. To evaluate emergent interactions *in vivo*, the transcriptome-wide effects of co-expressing *Aop*^*ACT*^, *Pnt*^*P1*^ *and Foxo* in the gut and fat body were examined.

**Fig 3:**
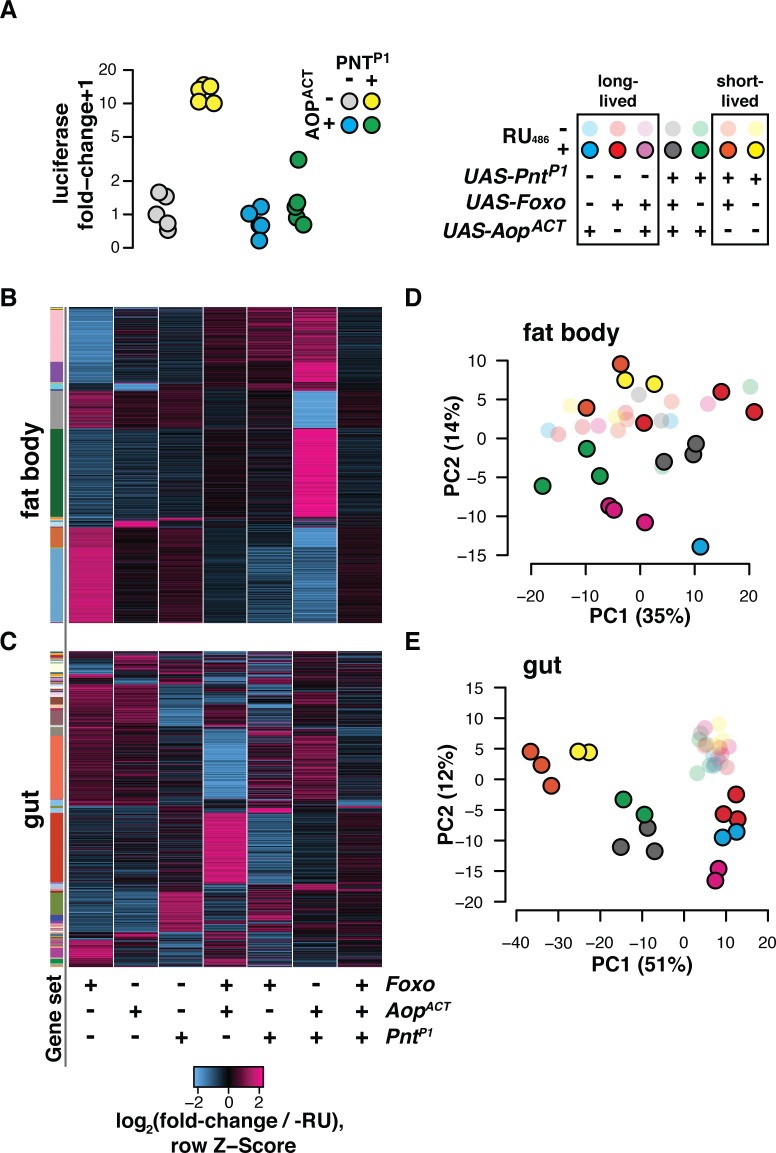
*Aop* and *Foxo* broker transcriptomic outcomes with *Pnt*. **(A)** *In vitro* (*Drosophila* S2 cells) AOP^ACT^ counteracts activation by PNT^P1^ of a synthetic promoter containing EBMs, upstream of an *Adh-Firefly*^*luciferase*^ reporter. Activity is shown following normalisation to internal *Renilla*^*luciferase*^ controls, and calculation of fold-change over median expression in the absence of PNT^P1^ and AOP^ACT^. Promoter activation was subject to a significant AOP^ACT^:PNT^P1^ interaction (linear model F_1,16_ = 41.725, p = 7.9e-6) **(B-C)** *Foxo* and *Aop*^*ACT*^ coordinate transcription by jointly countering *Pnt*'s transcriptional output. Heatmaps show per-gene Z-score of log_2_ fold-change expression (DESeq2 output) upon RU_486_ feeding relative to controls. Rows represent all genes in the union of targets identified in flies bearing *S_1_06* transgenes along with *UAS-Foxo*, *UAS-Aop*^*ACT*^, *UAS-Pnt*^*P1*^, or combinations thereof. Gene sets are defined by pattern of response to RU_486_ amongst genotypes. Set assignments shown by coloured side bar. **(D-E)** *Aop*^*ACT*^, *Foxo* and *Pnt*^*P1*^ interact to establish transcriptional programs corresponding to lifespan. For gut and fat body, plots show coordinates of samples on the first two dimensions of PCA for the genes whose expression was responsive to the combinatorial, interactive effects of the three TFs. Key shows samples’ groupings by previously-published lifespan outcomes[4] resulting from TF induction in the gut and fat body or the gut alone (noting that lifespan effects of combined *Aop*^*ACT*^ and *Pnt*^*P1*^ expression are not known).

We assessed the transcriptomic outcomes of induction of *Pnt*^*P1*^ either alone or in combination with *Aop*^*ACT*^ and *Foxo* (note that this is an extension of the above-described transcriptomic experiment, which was performed at the same time). For each of the gut and the fat body, we assembled sets of genes that were differentially regulated upon induction of any of the three TFs or their combinations (union of all genes differentially expressed at FDR 10%, set assignments per tissue in S1 Supplementary Information, noting that the preceding Foxo/Aop-regulated genes are a subset). This formed a union of 945 genes in the gut, and 1214 genes in the fat body. We sorted these genes by their pattern of regulation (i.e. set assignment) and visualised the groupings based on per-gene Z-score. This revealed a complex pattern in both tissues where each TF appeared able to influence the outcomes of the other two (Fig 3B and 3C). To distil these interactions, we tested explicitly for genes whose regulation is subject to a statistically significant three-way interaction of *Foxo*, *Aop*^*ACT*^ and *Pnt*^*P1*^ induction. In the gut, 511 transcripts were subject to the combinatorial, interactive effects of the three TFs, as were 617 in the fat body (10% FDR, see results in S1 Supplementary Information). To reveal emergent transcriptional programmes in each tissue, principal components analysis (PCA) was performed over these sets of transcripts (Fig 3D and 3E). Remarkably, the first principal component (PC) of differentially expressed genes in the gut distinguished flies by published lifespan outcomes[4], with short-lived flies expressing *Pnt*^*P1*^ alone or in combination with *Foxo* at one end of the PC; long-lived flies expressing one or both *Foxo* and *Aop*^*ACT*^ forming a distinct group at the other end of the PC; and *Aop*^*ACT*^ countering the effect of *Pnt*^*P1*^ to form an intermediate group (Fig 3E). In the fat body, a similar grouping was apparent on the diagonal of PCs 1 and 2 (Fig 3D), despite more variability in the data, probably resulting from the difficulty of dissecting this organ. To infer functional consequences of these distinct transcriptional programmes, transcripts from the input set corresponding to the PCs were isolated and GO enrichment analysis performed. This revealed a strong enrichment of genes with roles in energy metabolism, whose expression was strongly correlated to the PCs (S3 Fig). Overall, a combined view of the PCA and GO analysis predicted that: (1) inhibiting *Pnt* may recapitulate the transcriptional programme of *Aop* and *Foxo* and promote longevity, and (2) that *Pnt*, alongside *Aop* and *Foxo*, may regulate metabolism in young flies.

### *Pnt* limits lifespan

Since *Aop* and *Foxo* appeared to drive a transcriptional programme opposed to that of *Pnt*, we hypothesised that directly limiting physiological levels of *Pnt* would be sufficient to recapitulate their effect on gene expression. 

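RNA was sequenced from dissected guts and abdominal fat bodies of adult females carrying *UAS-Pnt* RNAi under the *S_1_06* GeneSwitch driver, which drives expression in both organs when flies eat the inducer RU_486_. Induced flies were fed 200 µM RU_486_ for 6 days and control flies received food with ethanol vehicle. The sample labels give this dose for every sample, controls included, and the control condition was taken from the paper and from each sample's own induction label. There were 12 libraries, 3 for each tissue and treatment, each from the pooled organs of 12 flies. No library came from flies fed RU_486_ without the RNAi transgene. Effects of the inducer itself and of the RNAi therefore cannot be told apart in any comparison of induced with control organs below. Tubules were removed from the guts, and the fat body was what remained of the abdomen once the reproductive anatomy was taken out. The authors removed duplicate reads with Je 1.2, aligned reads to *D. melanogaster* genome 6.19 with HiSat2 2.1 and counted them per gene with featureCounts 1.6. Genes without counts and genes not analysed in the overexpression experiment were left out by the authors, leaving 10358 genes in the gut and 11056 in the fat body. Total counts ranged from 5916313 to 8889127 in induced guts (median 7482854) and from 7172991 to 10254951 in control guts (median 8154734). They ranged from 4932359 to 8304564 in induced fat bodies (median 8288980) and from 7310630 to 9580571 in control fat bodies (median 7614441). Each tissue was tested here with edgeR's quasi-likelihood test on the deposited counts, with TMM normalization and Benjamini-Hochberg adjustment at the paper's 10% FDR, and DESeq2 was run beside it. The paper itself used DESeq2 with independent hypothesis weighting. Between libraries of a group the biological coefficient of variation was 33.9% in the gut and 39.8% in the fat body. In counts simulated with this spread, edgeR recovered 68.7% of 4-fold and 14.9% of 2-fold changes in the gut, and 59.7% of 4-fold and 10.4% of 2-fold changes in the fat body. The changed genes were drawn only from genes above a minimum mean count, so recovery for genes with few counts was not measured. Each library was also set against the groups of its tissue as a single library, with the spread taken from the other libraries only and the single library assumed to vary like them. In this comparison control gut library 112 differed from the other control guts at 2243 genes and from the induced guts at 1 gene. Control fat body library 106 differed from the other control fat bodies at 671 genes and from the induced ones at 397, whereas each of the other 10 libraries differed from either group of its tissue at 4 genes or fewer. When each of these 10 was tested, library 112 or 106 of its tissue stayed in the fit. It added to the spread there, which lowers such counts, so the contrast may be overstated.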

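Transcript of *pnt*, the gene targeted by the RNAi, was lower on average in the induced organs, and the difference did not pass the test in either tissue. In the gut it stood at 22.0, 22.0 and 24.4 CPM (read counts scaled to a common TMM-normalized library size) in the induced libraries and at 29.2, 31.8 and 23.8 in the controls. The last of these, control library 112, lay within the range of the induced guts. Every induced fat body library, at 8.06, 10.2 and 10.8 CPM, lay below every control library, at 11.1, 11.2 and 13.4. The gene (FBgn0003118) occupies chromosome arm 3R from 23290231 to 23346167 on the minus strand, in the Ensembl annotation BDGP6.54 of the same genome release 6, and encodes an ETS transcriptional activator. The log2 fold change was -0.31 in the gut (standard error 0.21, 95% interval -0.79 to 0.16, adjusted p = 0.838 from edgeR's quasi-likelihood test). It was -0.30 in the fat body (standard error 0.26, 95% interval -0.91 to 0.31, adjusted p = 0.986 from the same test). Two-sided exact permutation tests of the CPM gave p = 0.2 in the gut and p = 0.1 in the fat body, the latter being the smallest p that 3 libraries against 3 allow.

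**Figure D1:**
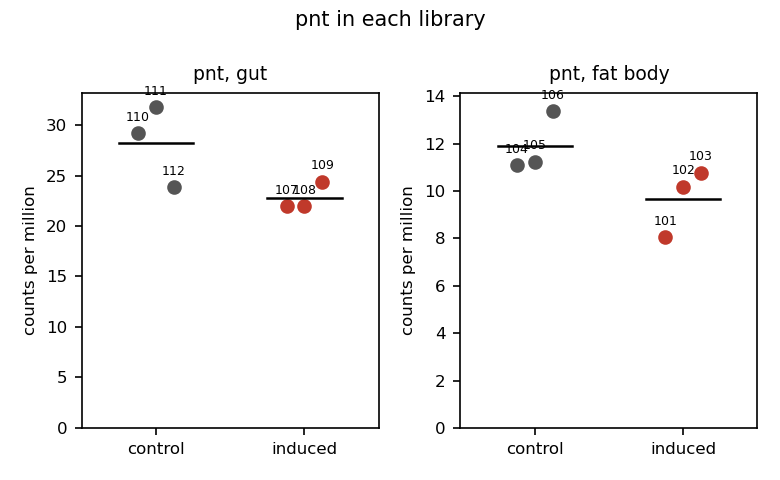
Normalized counts (CPM) of *pnt* (vertical axis, from 0) in each library of the gut (left) and the fat body (right), control in grey and induced in red. Points are single libraries with their codes, and horizontal bars are group means. The induced fat bodies sit between 8.06 and 10.8, all below the controls, and control gut library 112 sits at 23.8, among the induced guts.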

We first assessed the transcriptome-wide changes in the gut and fat body induced by RNAi-mediated knockdown of *Pnt*. 

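In the gut, 5 genes rose on *Pnt* RNAi induction and 0 fell at 10% FDR by edgeR. They were *Hsp70Bb*, encoding a copy of the stress-inducible Hsp70 chaperone, the protein-coding genes *CG5883* and *CG32302*, and the long non-coding RNA genes *lncRNA:CR44138* and *lncRNA:CR44310*. In the fat body 0 genes passed the same test, and DESeq2 called 16. There 302 of 11056 genes had an unadjusted p under 0.05 by edgeR, below the share of 0.05 that chance gives. *CG5883* (FBgn0036225, chromosome arm 3L, 11943640 to 11944852) stood at 14.8, 12.9 and 18.5 CPM in induced guts and at 0.491, 0.434 and 1.65 in controls, a log2 fold change of 4.23 (standard error 0.50, adjusted p = 0.0761 from edgeR). *Hsp70Bb* (FBgn0013278, 3R, 12505793 to 12508139) had 85 counts over the induced guts and 3 over the controls, a ratio of CPM of 33.8 (exact 95% counting interval 11.2 to 167, adjusted p = 0.0674 from edgeR). Its reads can be shared with near-identical *Hsp70* copies, so the assignment to this copy is uncertain. *CG32302* (FBgn0052302, 3L, 2268825 to 2269903) had a log2 fold change of 2.72 (standard error 0.33, adjusted p = 0.0761 from edgeR). *lncRNA:CR44138* (FBgn0264987, 3R, 13376903 to 13377395) rose from 16.6, 18.7 and 21.1 to 66.8, 76.4 and 79.2 CPM (log2 fold change 1.98, standard error 0.21, adjusted p = 0.0674 from edgeR). It lies within *CG9813* on the other strand, so reads of the pair may not be separable. *lncRNA:CR44310* (FBgn0265369, 2L, 3616296 to 3617619) had a log2 fold change of 1.56 (standard error 0.19, adjusted p = 0.0761 from edgeR).

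DESeq2 called 43 genes in the gut, 37 higher and 6 lower, and these included the 5 from edgeR. It called 12 higher and 4 lower in the fat body. limma on the authors' variance-stabilised values called 6 genes in the gut, 5 of them shared with edgeR, and 0 in the fat body. An unadjusted p under 0.05 by edgeR was found for 562 of 10358 gut genes, 228 higher and 334 lower, close to the share of 0.05 that chance gives. Induced and control libraries did not overlap for 1055 gut genes (10.2%) and 914 fat body genes (8.27%), where chance gives 10%. By DESeq2 0 genes were called in both tissues, but lists this short would share almost none by chance either. With edgeR a shared call was not possible, as it called 0 genes in the fat body. The missing overlap therefore does not show that the tissues differ. The gut genes past edgeR's threshold depended on the settings and on single libraries. At 5% FDR 0 passed, and 1 fit of all 12 libraries called 5 genes, 0 of them shared with the main fit. That fit held only the 10005 genes present in both tissues, and only 3 of the main fit's 5 were among them. Leaving out any 1 of libraries 107, 108, 109, 110 or 111 gave 0 calls by edgeR, and leaving out control library 112 gave 879, 231 higher and 648 lower, with the 5 genes among them. The rule that named the 5 genes asked for induced libraries all above all controls. Their direction could therefore not be expected to turn with 1 library left out. Over the fits without 1 library, their log2 fold changes by edgeR were 4.67 to 5.06 for *Hsp70Bb*, 3.89 to 5.04 for *CG5883*, 2.59 to 2.94 for *CG32302*, 1.90 to 2.09 for *lncRNA:CR44138* and 1.50 to 1.62 for *lncRNA:CR44310*. DESeq2 called all 5 without any 1 of libraries 107 to 111 (highest adjusted p = 0.0197, for *Hsp70Bb*) and 4 of them without 112, where it gave *Hsp70Bb* no adjusted p. Without 1 fat body library edgeR called at most 2 genes (without induced library 101), and DESeq2 called 84 genes without control library 106, 33 without induced library 103 and 25 without control library 104.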

The sets of genes differentially regulated by *Pnt* knockdown (FDR 10%) significantly overlapped those regulated by *Aop*^*ACT*^ or *Foxo* in both the gut and the fat body (Fig 4A). Additionally, in the union of the genes regulated by *Pnt*^*RNAi*^, *Aop*^*ACT*^ or *Foxo* induction in the fat body, correlated effects of *Pnt* knockdown and *Foxo* or *Aop* activation were evident (Fig 4B and 4C). However, such broad correlations were not evident in the gut (Fig 4D and 4E). Hence, reducing the physiological levels of *Pnt* can recapitulate some aspects of the *Aop/Foxo* transcriptional programme. But is this sufficient to extend lifespan?

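In the fat body, the neuronal activity gene *Arc1*, antimicrobial peptide genes and the insulin-like peptide gene *Ilp6* were higher on *Pnt* RNAi induction by DESeq2, and *Obp56d*, encoding an odorant-binding protein, was lower. Of the 10 ways to split the 6 libraries evenly, 6, the real one included, gave at least DESeq2's 16 calls. In simulated fat bodies 70 of 210 DESeq2 calls were false. By edgeR the smallest adjusted p over all fat body genes was 0.969. *Arc1* encodes a capsid-forming relative of mammalian Arc. It stood at 145, 527 and 1142 CPM in the induced libraries and at 13.2, 16.2 and 20.1 in the controls. *Mtk*, which encodes the antimicrobial peptide metchnikowin, stood at 26.1, 92.2 and 92.1 against 5.93, 6.43 and 4.67. *Obp56d* fell from 123, 76.8 and 107 to 16.7, 34.4 and 36.1. The *Arc1* log2 fold change was 5.20 (standard error 0.75 from edgeR, adjusted p = 2.6e-12 from DESeq2 and 0.969 from edgeR; FBgn0033926, chromosome arm 2R, 14357927 to 14360297). That of *Mtk* was 3.63 (standard error 0.51 from edgeR, adjusted p = 6.4e-09 from DESeq2 and 0.969 from edgeR; FBgn0014865, 2R, 15408846 to 15409113), and that of *Obp56d* was -1.81 (standard error 0.34 from edgeR, adjusted p = 0.00365 from DESeq2; FBgn0034470, 2R, 19702924 to 19703915). DESeq2 called these 3 genes whichever of the 6 libraries was left out, although the *Arc1* log2 fold change was 4.33 by edgeR without library 103. Of the 26 measured genes for antimicrobial peptides and peptidoglycan recognition, *Mtk*, *AttB* and *CecC* were higher when adjusted over the list alone and 0 passed over all genes by edgeR. The list moved up by camera (adjusted p = 1.6e-04, and adjusted p = 0.487 with an estimated correlation). Its mean log2 CPM was 3.73, 4.84 and 4.35 in induced and 3.74, 3.80 and 3.87 in control fat bodies, so that induced library 101 lay below every control. Induced library 102, the highest, also had the highest means of the ovary and the spermatheca markers (3.54 and 4.89). *CecC* varied from 0.767 to 38.1 CPM among induced libraries, and DESeq2 did not call it without library 102 (adjusted p = 0.700) or 106 (0.228). *AttB* was not called by DESeq2 without 101 (adjusted p = 0.209), 102 (0.444) or 105 (0.231).

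*Ilp6*, named by the paper as *dilp6*, had 56.6, 75.5 and 121 CPM in induced fat bodies and 24.4, 25.2 and 35.0 in controls. Its log2 fold change was 1.58 (standard error 0.32 from edgeR, adjusted p = 0.0235 from DESeq2; FBgn0044047, X, 2331493 to 2334658). By edgeR it passed when adjusted over the list alone (adjusted p = 0.0412 among 27 genes of the insulin pathway and Foxo targets), and that list as a whole had a camera adjusted p of 0.745. DESeq2 lost *Ilp6* without library 102 (adjusted p = 0.190), 103 (0.168), 104 (0.127) or 105 (0.451). *Thor*, the gene for 4E-BP, had a log2 fold change of -0.54 (standard error 0.29, adjusted p = 0.986 from edgeR). The stress-response genes *TotA*, *TotC* and *TotM* had log2 fold changes of 1.24, 1.34 and 1.29, each higher by edgeR when adjusted over the list alone (adjusted p = 0.0808, 0.0808 and 0.0813 among 16 genes). Over all genes 0 of them passed by edgeR or by DESeq2. Their list moved up by camera (adjusted p = 0.0216, and adjusted p = 0.487 with an estimated correlation), a call lost without control library 104 (adjusted p = 0.186). *CG7300* fell (log2 fold change -1.76, adjusted p = 0.00365 from DESeq2) with counts identical to those of the antisense gene *asRNA:CR44181*, so which of them changed is uncertain. *Arc1*, *Ilp6* and *Thor* were named by a rule set before the data were examined, and the other fat body genes were chosen after their values were seen. *Foxo* and *Aop* ACT libraries were not analysed here.

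**Figure D2:**
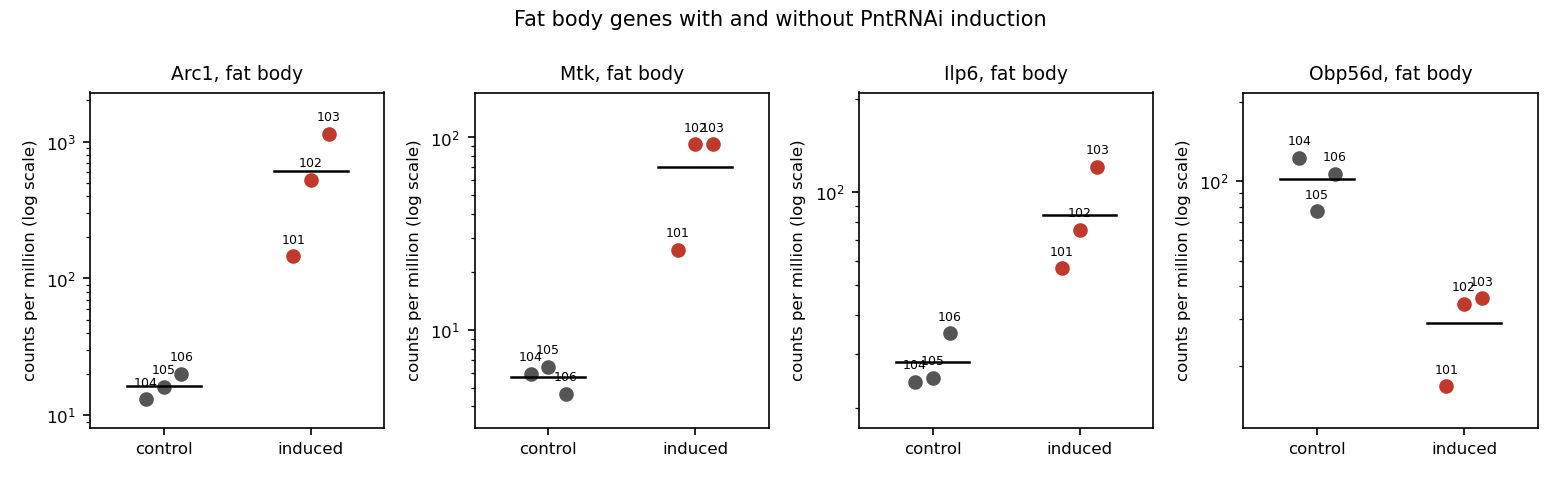
Normalized counts (CPM, vertical axis, log scale) of *Arc1*, *Mtk*, *Ilp6* and *Obp56d* in each fat body library, control in grey and induced in red. Points are single libraries with their codes, and horizontal bars are group means. Groups do not overlap for any of these genes, and *Arc1* spans 145 to 1142 among the induced libraries.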

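In the gut, glutathione S-transferase genes of the *GstD* cluster were higher on *Pnt* RNAi induction by DESeq2, 2 Jonah serine protease genes moved in opposite directions, and a pair of neighbouring X-linked genes showed the largest increases of these. Of the 10 even splits of the gut libraries, 4, the real one included, gave at least DESeq2's 43 calls. In simulated guts 57 of 198 DESeq2 calls were false. *GstD2* stood at 12.5, 18.7 and 111 CPM in induced guts and at 2.09, 2.08 and 2.85 in controls (log2 fold change 4.35, standard error 0.86, adjusted p = 9.8e-08 from DESeq2 and 0.512 from edgeR; FBgn0010038, 3R, 12371971 to 12372704). The protease gene *Jon65Ai* fell from 930, 896 and 452 to 129, 124 and 49.7 (log2 fold change -2.91, standard error 0.45, adjusted p = 3.9e-09 from DESeq2 and 0.154 from edgeR; FBgn0035667, 3L, 6053493 to 6054443). *Jon66Ci* rose by DESeq2 (log2 fold change 2.80, adjusted p = 0.00128), a call lost without library 109 (adjusted p = 0.385). Of 31 gut serine protease genes, 1 was higher and 1 lower by edgeR when adjusted over the list alone, 0 over all genes, and the list's camera adjusted p was 0.879.

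Of 49 detoxification genes, *GstD2*, *GstD9*, *GstD10*, *Cyp9b2* and *Cyp6a8* were higher by edgeR when adjusted over the list alone and 0 over all genes. *GstD9* and *GstD10* had log2 fold changes of 1.81 and 2.29, and *Cyp9b2*, a cytochrome P450 gene, of 1.19 (adjusted p = 0.0361, 0.0361 and 0.0506 over the list alone from edgeR). DESeq2 lost *GstD9* without library 109 (adjusted p = 0.641) or 110 (0.183), *GstD10* without 109 (0.337), and *Cyp9b2* without 108 (0.427), 109 (0.730) or 110 (0.316). Members of the *GstD* cluster are close paralogs, and reads may be shared among them. The list moved up by camera (adjusted p = 2.4e-07, and adjusted p = 0.585 with an estimated correlation). Its mean log2 CPM was 6.33, 6.16 and 6.58 in induced guts and 5.99, 5.55 and 6.31 in controls, where the last is library 112, within the induced range. *Hsp22*, a small heat shock protein gene, had a log2 fold change of 2.09 (adjusted p = 0.00645 from DESeq2), a call lost without library 109 (adjusted p = 0.695). Its counts were identical to those of *CG4456*, so the gene is uncertain. Of 17 heat shock genes, these and *Hsp70Bb* were higher when adjusted over the list alone and 1 over all genes. That list moved up by camera (adjusted p = 0.00236, and adjusted p = 0.619 with an estimated correlation), a call lost without library 109 (adjusted p = 0.247) or 112 (0.627). *PGRP-SC2*, an immune regulator the paper names, had a log2 fold change of 0.89 (standard error 0.27, adjusted p = 0.836 from edgeR and 0.161 from DESeq2). *CG42704* and *CG42705* lie next to each other on the X chromosome (7412668 to 7413296 and 7413869 to 7414662). Both were far more abundant in every fat body library, as given below, and whether their gut counts came from gut cells was not tested. *CG42705* stood at 13.8, 36.8 and 61.2 CPM in induced guts and at 0.123, 1.21 and 1.35 in controls, and DESeq2 called both genes whichever gut library was left out (adjusted p = 1.6e-13 for *CG42705*). *GstD2* and *Jon65Ai* were also called in all 6 such fits, but the size of the *GstD2* change rested on library 109, without which its log2 fold change was 2.74 by edgeR and 2.78 by DESeq2. That of *CG42704* by edgeR ranged from 4.88 without library 109 to 6.21 without 112. Apart from *Hsp70Bb*, *PGRP-SC2* and the pair on the X chromosome, these genes were chosen after their values were seen.

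In the paper's table of gut statistics, held here only in its first 1891 of 10366 rows, the paper's reported log2 fold change of *GstD2* was 0.72 for *Foxo* (standard error 0.30) and 0.34 for *Aop* ACT (standard error 0.31). The paper's adjusted p was 0.840 and 1 for these, and its value for *GstD2* on *Pnt* P1 overexpression was 2.26 (standard error 0.37, adjusted p = 8.6e-07). The paper's values for *Hsp22* were 0.37, 0.34 and 0.55 for *Foxo*, *Aop* ACT and *Pnt* P1 (adjusted p = 1 for each). For *Cyp9b2* the paper's values were -0.26, 0.44 and 0.38 in the same order (adjusted p = 1.00, 1 and 0.568). The paper's *GstD1* value was 0.81 for *Foxo* and 0.91 for *Pnt* P1 (adjusted p = 0.0188 and 0.0136). Its *GstD8* value was 1.35 for *Aop* ACT (adjusted p = 0.0189). Other comparisons of *GstD1* and *GstD8*, and all of *GstD3*, *GstD4*, *GstD5* and *GstD7*, did not pass the paper's FDR threshold. With DESeq2's fold change prior, *GstD2* had 1.83 on *Pnt* RNAi induction. Whether the paper's values carry such a prior was not tested.

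**Figure D3:**
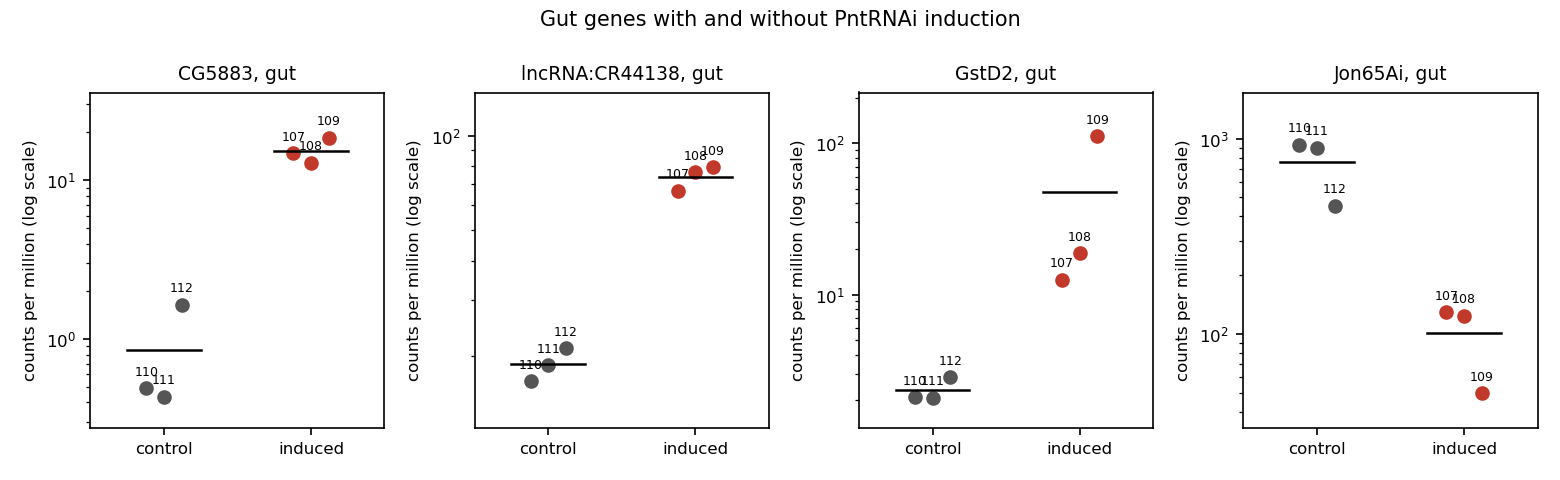
Normalized counts (CPM, vertical axis, log scale) of *CG5883*, *lncRNA:CR44138*, *GstD2* and *Jon65Ai* in each gut library, control in grey and induced in red. Points are single libraries with their codes, and horizontal bars are group means. Groups do not overlap for any of these genes, which the rule that named *CG5883* and *lncRNA:CR44138* required. *GstD2* reaches 111 in induced library 109.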

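The *Pnt* RNAi effects in the gut and the fat body were compared directly. *Arc1* had a log2 fold change of 0.24 in the gut (standard error 0.27), against its rise in the fat body. *CG42705* and *CG42704* had log2 fold changes of 5.35 and 5.48 in the gut (standard errors 0.75 and 0.83) and of -0.40 and -0.63 in the fat body (standard errors 0.24 for each). Both genes were abundant in every fat body library, *CG42704* at 1613 to 3074 CPM and *CG42705* at 805 to 1294. The difference in log2 fold change, fat body minus gut, was 4.94 for *Arc1* (standard error 0.80, adjusted p = 0.145), -5.78 for *CG42705* (0.82, adjusted p = 0.116) and -6.12 for *CG42704* (0.93, adjusted p = 0.116), from edgeR's interaction test. With *CG15199*, *CG43255*, *CG6034*, *Timp* and *CG18258* these were the 8 genes with the smallest p. Over 10005 genes tested in all 12 libraries, 0 passed 10% FDR for this difference by edgeR and DESeq2 called 13. An unadjusted p under 0.05 by edgeR was found for 342, below the share of 0.05 that chance gives. Leaving out 1 library gave edgeR at most 3 calls (without gut library 107), with 2 without gut library 110 and 1 without fat body library 101. In simulated counts this test recovered 41.0% of 4-fold differences, which were placed only in genes above a minimum mean count. Across the same genes, Kendall's tau between the log2 fold changes of the tissues was 0.0835 by edgeR and 0.0858 by DESeq2, and by edgeR -0.101 without fat body library 106. Genes are not independent replicates, so no p is given. Over the 50 genes measured in both tissues out of the 59 that DESeq2 called in either, tau was -0.0891.

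From the overlap of the *Pnt* RNAi gene sets with those of *Foxo* and *Aop* ACT in both tissues, and from the correlated effects in the fat body (Fig 4A to 4C), the paper concludes that lowering *Pnt* can bring about part of the expression changes that *Aop* and *Foxo* cause. It reports that the gut did not show correlations of this breadth (Fig 4D and 4E).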

**Fig 4:**
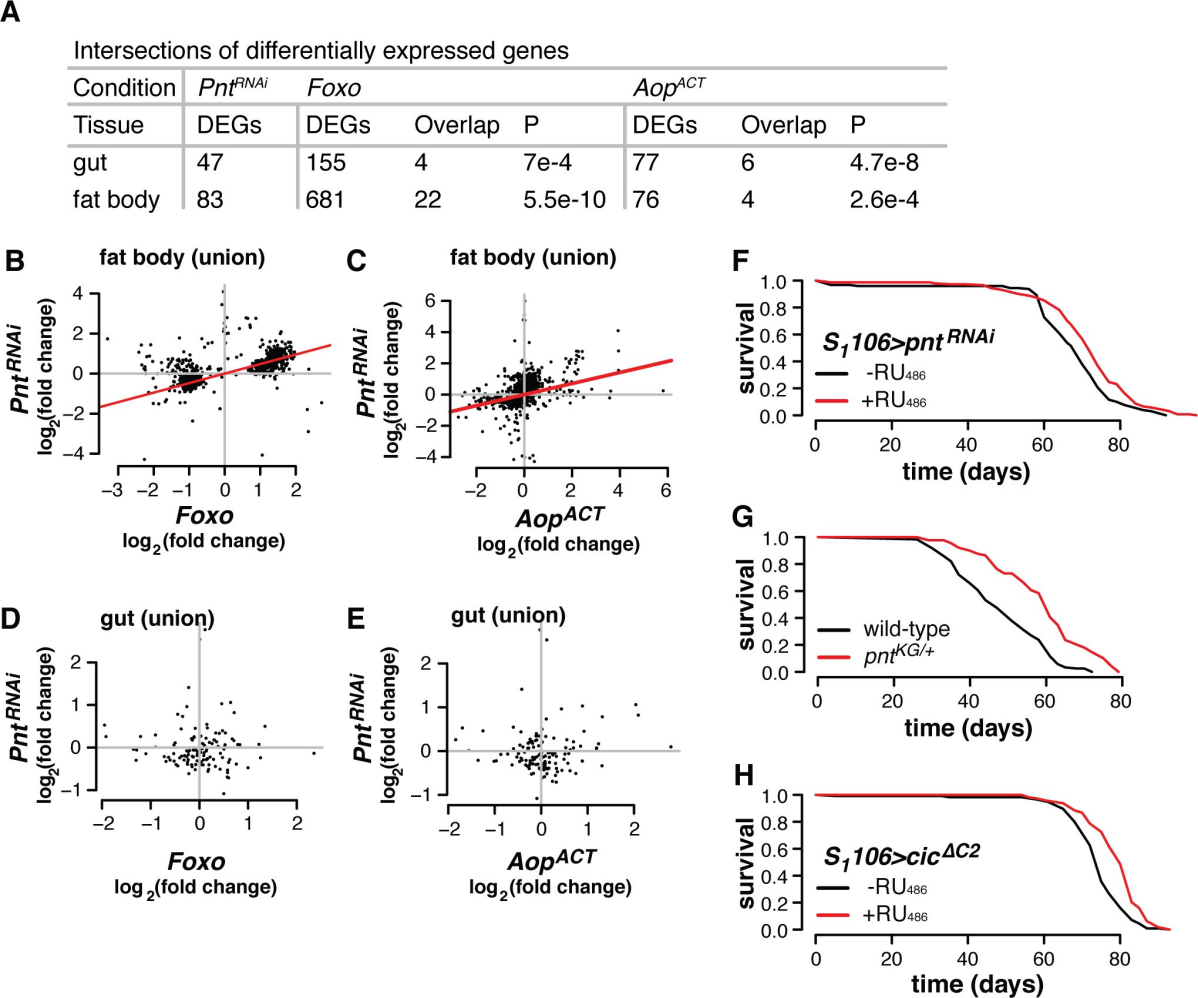
Physiological *Pnt* regulates lifespan and genes in the *Aop/Foxo* regulon. **(A)** Transcriptomic analysis reveals that expressing RNAi against *Pnt* under control of *S_1_06* induces differential expression of set of genes that overlap with the *Foxo-Aop* regulon, in both gut and fat body. P-values from hypergeometric tests. **(B-C)** In fat body, in the union of transcripts responding to *Pnt*^*RNAi*^, *Foxo* or *Aop*^*ACT*^, impacts of *Pnt*^*RNAi*^ are correlated to those of *Foxo* or *Aop*^*ACT*^ (log_2_ fold-change expression from DESeq2 output). Red lines show correlation coefficients (Kendall’s Tau, P≤2.2e-16 for both tissues). **(D-E)**. In gut, in the union of transcripts responding to *Pnt*^*RNAi*^, *Foxo* or *Aop*^*ACT*^, impacts of *Pnt*^*RNAi*^ do not correlate those of *Foxo* or *Aop*^*ACT*^ (log_2_ fold-change expression from DESeq2 output). **(F)** Adult-onset *Pnt* inhibition in the gut and fat body is sufficient to extend lifespan. Log-rank test p = 7.2e-4. **(G)** Heterozygous *Pnt* mutants are long-lived. Log-rank test p = 9.2e-11. **(H)** Overexpressing *Cic* (an inhibitor of *Pnt*), in the gut and fat body extends lifespan. Log-rank test p = 1.5e-7.

Inducing RNAi against *Pnt* from day three of adulthood in the gut and fat body was indeed sufficient to increase lifespan (Fig 4F, log-rank p = 7.2e-4). To further validate this finding, we backcrossed a loss-of-function p-element insertion in *Pnt* (*Pnt*^*KG04968*^, henceforth *Pnt*^*KG*^), into an outbred, wild-type background for ten generations. The mutation was homozygous lethal. However, heterozygote females exhibited a 20% increase in median lifespan (Fig 4G, log-rank p = 9.2e-11). We also tested whether expressing a transcriptional repressor of the *Pnt* locus extended lifespan. The HMG-box repressor *capicua* (*cic*) represses expression of *Pnt*[38] and, consistent with the effects of *Pnt*^*RNAi*^, overexpressing *cic*^*ΔC2*^ (a *cic* mutant lacking a known MAPK phosphorylation site) in the gut and fat body also substantially extended lifespan (Fig 4H, log-rank p = 1.5e-7). These experiments demonstrated that countering *Pnt* is sufficient to recapitulate aspects of the *Aop*/*Foxo* transcriptional programme and extend lifespan, and corroborate the conclusions of transcriptomic analysis that *Aop* and *Foxo* act in part by countering *Pnt*.

### *Pnt* determines metabolic outcomes

Our data show that each member of the *Foxo-Aop-Pnt* circuit can be targeted in the gut and fat body to extend lifespan. What is the function of this circuit, and *Pnt* in particular, in young flies, before ageing occurs? 

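By camera at the preset correlation, genes of fatty acid oxidation and of glycolysis were lower as groups on *Pnt* RNAi induction in the gut, and in the fat body only while control library 106 was included. None of these calls held with an estimated correlation (adjusted p from 0.608 to 0.626), and almost no single member passed a test. Of 25 genes for mitochondrial and peroxisomal fatty acid oxidation, 0 had a positive log2 fold change in the gut and 1 in the fat body, with medians of -0.60 and -0.61. *CPT2*, encoding carnitine palmitoyltransferase, had log2 fold changes of -0.66 in the gut and -0.77 in the fat body (standard errors 0.24 and 0.36, adjusted p = 0.836 and 0.986 from edgeR). Of 27 genes for glycolysis, gluconeogenesis and trehalose, 4 were positive in the gut and 3 in the fat body, with medians of -0.42 and -0.45. By camera the oxidation list moved down in the gut (adjusted p = 1.6e-06, and adjusted p = 0.619 with an estimated correlation) and in the fat body (adjusted p = 8.6e-05, and adjusted p = 0.608 with an estimated correlation). The glycolysis list also moved down in the gut (adjusted p = 3.8e-04, and adjusted p = 0.619 with an estimated correlation) and in the fat body (adjusted p = 1.8e-04, and adjusted p = 0.626 with an estimated correlation). Over all genes, 0 members of either list passed edgeR in either tissue, and adjusted over the list alone only *Acox3*, of the oxidation list, was lower in the gut. *CPT2* and *Acox3* were chosen after their values were seen. In each tissue 1 control library differed from the other 2 on these lists. The oxidation list had a mean log2 CPM of 4.90, 5.23 and 5.17 in induced guts and of 5.87, 5.97 and 4.86 in control guts, the last being library 112. In fat bodies it had 4.49, 4.52 and 4.93 in induced and 4.39, 4.73 and 5.93 in control libraries, the last being library 106. Without library 106 the fat body lists no longer moved down (adjusted p = 0.477 for oxidation and 0.444 for glycolysis by camera, both with the direction turned). Both gut calls held whichever library was left out. Markers of Malpighian tubule and hindgut also moved down in the gut (adjusted p = 0.00236 by camera, and adjusted p = 0.585 with an estimated correlation), whichever library was left out. Their mean log2 CPM was 3.39, 2.26 and 2.26 in induced and 3.90, 4.12 and 2.44 in control guts, with library 112 again the last and the lowest control. Sugar digestion and uptake genes moved down in the gut (24 genes, adjusted p = 0.0578 by camera, and adjusted p = 0.695 with an estimated correlation) and in the fat body (23 genes, adjusted p = 0.0120, and adjusted p = 0.487 with an estimated correlation). The gut call was lost without library 107 (adjusted p = 0.177), 108 (0.211) or 110 (0.327, direction turned), and that of the fat body without library 106 (0.444). Within that list, the sugar transporter gene *sut2* was higher in the gut when adjusted over the list alone (log2 fold change 0.96, adjusted p = 0.0694 from edgeR).

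**Figure D4:**
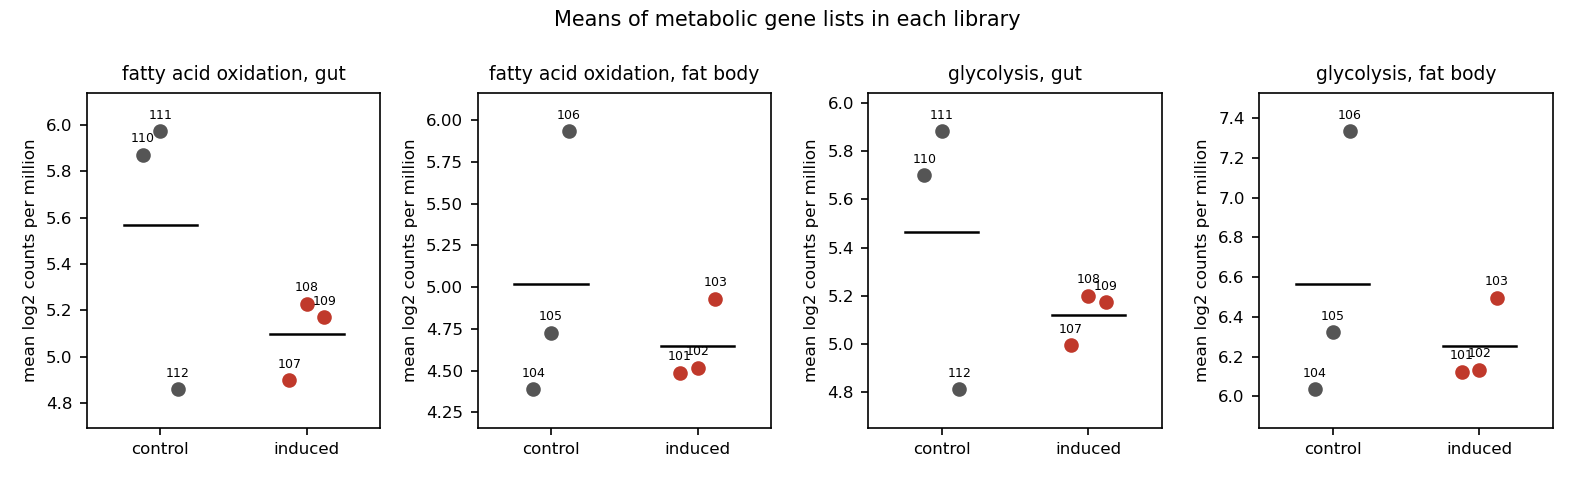
Mean log2 CPM (vertical axes, not starting at 0) of the fatty acid oxidation list and of the glycolysis list in each library of the gut and the fat body, control in grey and induced in red. Points are single libraries with their codes, and horizontal bars are group means. For fatty acid oxidation, control gut library 112 sits at 4.86, below the induced guts, and control fat body library 106 sits at 5.93, above all other fat bodies.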

The RNA-Seq data sets suggested metabolic regulation. Since the levels of *Pnt* appeared to dictate transcriptional and lifespan outcomes (Figs 3 and 4), we evaluated its metabolic role in more detail. The presence of genes including lipases and perilipin (*Lsd-2*) in the transcriptome data suggested that *Pnt* modulates lipid metabolism. Therefore, we applied nutritional stresses to alter triacylglyceride (TAG) storage, and assessed how *Pnt*^*P1*^ altered the response to these stresses. 

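In the *Pnt* RNAi libraries the perilipin gene *Lsd-2* did not change past the test in either tissue. In the gut *Dgat2*, of triglyceride synthesis, rose and *Acox3*, of fatty acid oxidation, fell by DESeq2, and both were chosen after their values were seen. *Lsd-2* (FBgn0030608, X, 15069127 to 15076220) had a log2 fold change of 0.10 in the gut (standard error 0.27, adjusted p = 0.942 from edgeR) and of -0.04 in the fat body (standard error 0.32, adjusted p = 0.997 from edgeR). Its direction turned in the gut without library 108 (-0.01) and in the fat body without 101 (0.06) or 106 (0.26). *Dgat2*, encoding the enzyme of the last step of triglyceride synthesis, rose from 22.9, 19.8 and 25.3 to 43.9, 45.8 and 63.5 CPM in the gut (log2 fold change 1.17, standard error 0.23, adjusted p = 0.0278 over the list alone from edgeR and 0.0120 over all genes from DESeq2; FBgn0033215, 2R, 7712578 to 7714182). *Acox3*, a peroxisomal acyl-CoA oxidase gene, fell from 453, 366 and 277 to 170, 194 and 174 (log2 fold change -1.03, standard error 0.24, adjusted p = 0.0661 over the list alone from edgeR and 0.0357 over all genes from DESeq2; FBgn0031813, 2L, 6426724 to 6448403). By edgeR over all genes the adjusted p was 0.512 for *Dgat2* and 0.765 for *Acox3*. DESeq2 lost *Dgat2* without library 108 (adjusted p = 0.148), 109 (0.695) or 110 (0.165), and *Acox3* without any 1 of libraries 107 to 111 (adjusted p from 0.112 to 0.744). Of 31 genes for lipid storage and lipases, 0 passed over all genes or adjusted over the list alone in the gut by edgeR. The list moved up there (22 positive, median log2 fold change 0.10, adjusted p = 0.0390 by camera, and adjusted p = 0.556 with an estimated correlation), a call lost without library 108 (adjusted p = 0.203), 111 (0.119) or 112 (0.292). Its mean log2 CPM was 4.50, 4.70 and 4.57 in induced and 4.52, 4.21 and 4.26 in control guts. Markers of oenocytes, of spermatheca and female reproductive tract, and of fat body also moved up in the gut by camera (adjusted p = 0.0193, 0.00333 and 0.0575, none with an estimated correlation). The oenocyte mean was 3.22, 3.34 and 3.31 in induced and 3.19, 2.82 and 2.84 in control guts. The lipid storage and lipase list, with 28 genes measured in the fat body, had a camera adjusted p of 0.682 there, and 0 passed by edgeR either way. The 29 genes for fatty acid and triglyceride synthesis had a camera adjusted p of 0.627 in the gut. They moved down in the fat body (adjusted p = 0.0940, and adjusted p = 0.836 with an estimated correlation), a call lost without library 101 (adjusted p = 0.417), 102 (0.779) or 106 (0.635, direction turned).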

We quantified TAG after a week of *Pnt*^*P1*^ induction, and then after a subsequent six days of starvation. *Pnt*^*P1*^ accentuated the loss of TAG per unit weight induced by starvation (Fig 5A; linear model RU_486_:starvation F_1,19_ = 7.03, p = 0.02), but not overall weight loss (S4 Fig), suggesting that *Pnt* sensitises flies specifically to cues for lipolysis. The mobilisation of TAG stores was associated with decreased resistance to starvation, with flies over-expressing *Pnt*^*P1*^ dying 24% earlier on average (Fig 5B log-rank p = 1.3e-14). This ability of *Pnt* to promote catabolism of energy stores may be beneficial in the face of over-nutrition, and relevant to the Western human epidemic of metabolic disease associated with energy-rich diets. A *Drosophila* model of such energy-rich diets is feeding flies a high sugar diet. Flies fed 40% sugar die substantially earlier than controls fed a 5% sugar diet, and accumulate TAG[39,40]. However *Pnt*^*P1*^ overexpression restored TAG levels in flies on a high-sugar diet to those observed on a low-sugar diet (Fig 5C). Whilst there was no statistically significant interaction of sugar and *Pnt*^*P1*^ induction in a linear model (RU_486_:sugar F_1,17_ = 0.32, p = 0.57), the adipogenic effect of sugar was opposed by *Pnt*, such that TAG levels on a high-sugar diet with *Pnt* induction were not different from those on a low-sugar diet without *Pnt* induction (t-test: t = 0.01, p = 0.99). Moreover, *Pnt*^*P1*^ induction spared flies from the full extent of the early death induced by dietary sugar, increasing median survival time by 26%, despite having no effect on the low-sugar diet (Fig 5D; cox proportional hazards RU_486_:sugar p = 6.2e-3). Altogether, these results indicate that while *Pnt* activity is detrimental during ageing, in youth it predisposes flies to leanness, which correlates survival of nutritional stress. This may suggest that metabolic regulation is an adaptive function of the *Foxo-Aop-Pnt* circuit in early life, but that the configuration which is optimal for metabolism is deleterious for later survival.

**Fig 5:**
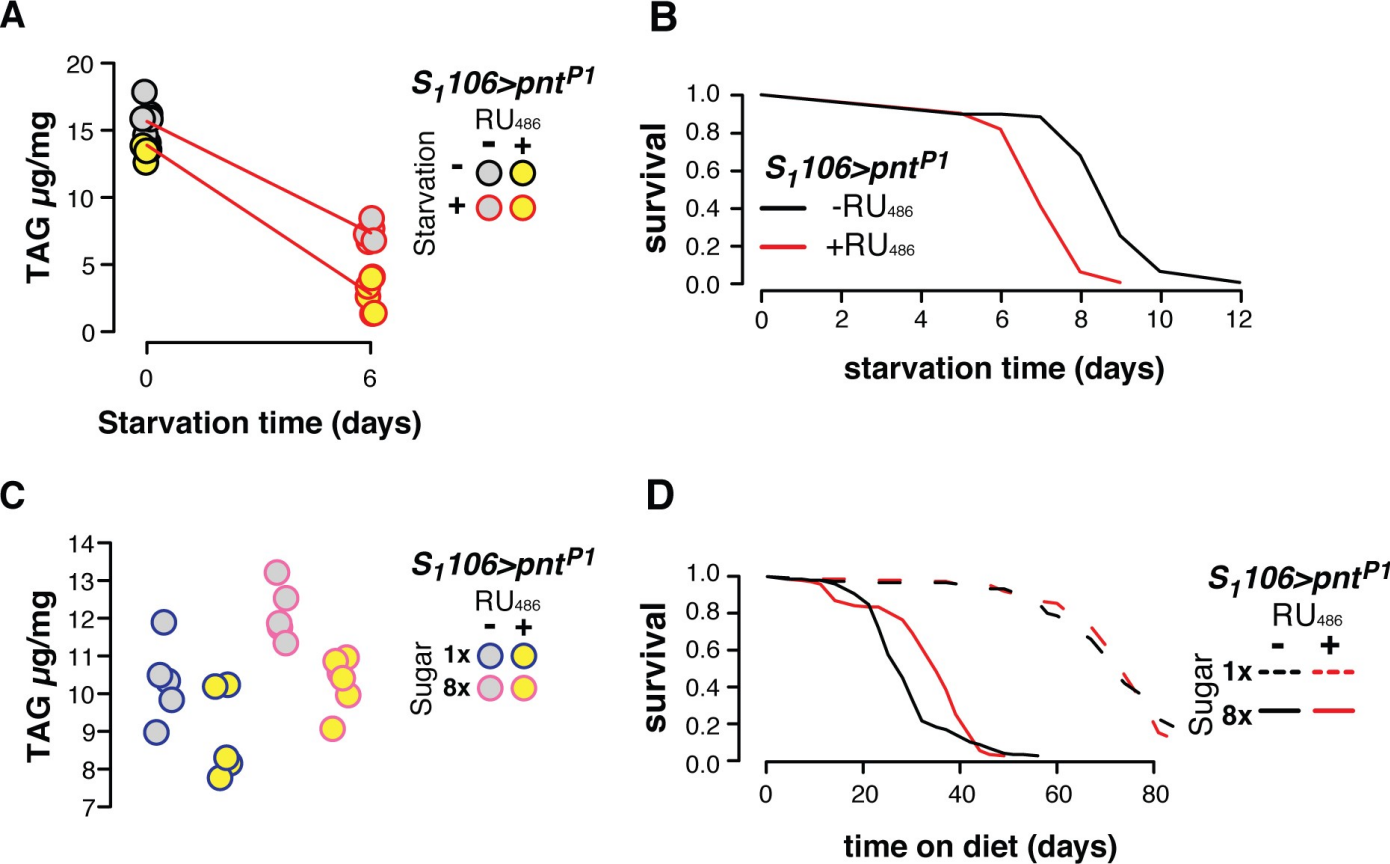
*Pnt* impacts the response to nutritional stress. **(A)** Over-expressing *Pnt*^*P1*^ in the gut and fat body accelerates loss of TAG under starvation stress (linear model: RU_486_:starvation F_1,19_ = 7.03, p = 0.02; see S4 Fig for corresponding plot of body mass). **(B)** Over-expressing *Pnt*^*P1*^ in the gut and fat body reduces survival under starvation stress (log-rank test p = 1.3e-14). **(C)** Over-expressing *Pnt*^*P1*^ in the gut and fat body reduces accumulation of TAG on a high-sugar diet. *Pnt*^*P1*^ reduced TAG (linear model F_1,17_ = 14.4, p = 1.4e-3), and sugar increased TAG (linear model: F_1,17_ = 15.25, p = 1.1e-3), with *Pnt*^*P1*^ appearing to counteract the effect of sugar (mean±SE: low sugar-RU_486_ 10.31±0.48, high sugar+RU_486_ 10.30±0.29; t-test t = 0.009, p = 0.99). **(D)** Over-expressing *Pnt*^*P1*^ in the gut and fat body enhances survival on a high-sugar diet (Cox Proportional Hazards diet:RU_486_ p = 6e-3).

### The majority of ETS TFs limit fly lifespan

Animal genomes encode multiple ETS factors: In *Drosophila* the ETS family comprises the repressor *Aop* and activators: *Pnt*, *Eip74EF*, *Ets21C*, *Ets65A*, *Ets96B*, *Ets97D and Ets98B*, each of which is expressed with its own unique tissue-specific pattern (Fig 6A). Finding lifespan-limiting roles of *Pnt* in addition to the previously described pro-longevity role of *Aop*, suggested that other ETS TFs with functions as transcriptional activators may also have the same lifespan-limiting effect. We examined the function of the other ETS TFs in *Drosophila* lifespan by knocking down their expression levels with RNAi in combination with inducible drivers. The data obtained in >40 lifespan assays are summarised in Fig 6B, including information on *Aop*, *Pnt* and *Foxo*. Summary statistics of each lifespan, along with associated genetic information, are presented in S1 Supplementary Information, while individual lifespan curves are presented in S5–S8 Figs. We identified each of *Eip74EF*, *Ets21C* and *Ets97D* as limiting lifespan in at least one tissue. For *Ets21C*, we confirmed the result using an available mutant (S5 Fig). Whilst some of the effects we observed were modest, overall the data pointed to roles in ageing for five of the eight *Drosophila* ETS TFs.

**Fig 6:**
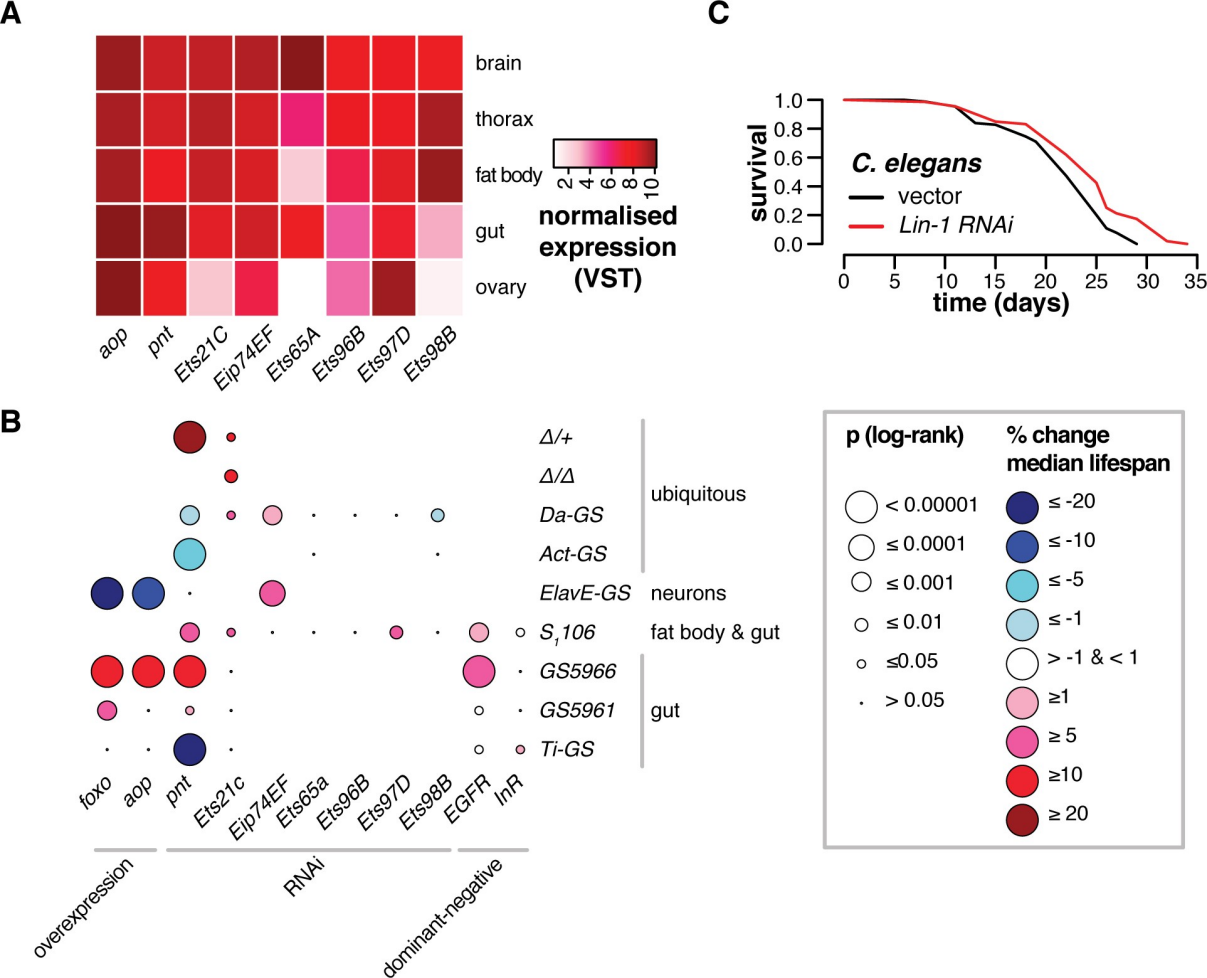
Lifespan regulation is a conserved function of ETS TFs. **(A)** The diversity and tissue-specific expression of ETS TFs in *Drosophila*. A variance-stabilising transformation was applied to published expression data from the same population of flies and same media as used in Figs 1–5 [5], and medians were calculated. **(B)** Tissue-specific lifespan regulation is a conserved function of ETS TFs in *Drosophila*. Plot summarises 44 lifespan experiments. Bubbles are colour-coded for percentage change in median lifespan, either in mutants relative to controls, or upon feeding RU_486_ to flies bearing the indicated geneswitch drivers along with either RNAi or overexpression constructs. Bubble size represents p-values from log-rank tests. Full genotype information and p-values are given in S1 Supplementary Information. Note that lifespans of *S_1_06* flies overexpressing dominant-negative *InR* were significantly extended due to delayed mortality in early or late portions of survival curves, despite absence of differential median survival (See S8 Fig). **(C)** ETS TFs have evolutionarily-conserved functions in lifespan: Feeding *lin-1*^*RNAi*^ to the nematode *C*. *elegans* from egg promotes longevity (log-rank test p = 3.3e-2).

The effects were in general tissue specific. RNAi against *Pnt*, *Ets21C* and *Ets97D* restricted to the gut and the fat body with the *S*_*1*_*106* driver extended lifespan (Fig 6B, S5 Fig), the same tissues where *Foxo* and *Aop* act [4]. Knockdown of *Pnt* but not of *Ets21C* in enterocytes (ECs), using the *GS5966* driver, was sufficient to extend lifespan, as was activating either *Aop*^*ACT*^ or *Foxo* (Fig 6B, S6 Fig). *Pnt* and *Ets21C* have been characterised as regulators of intestinal stem cell (ISC) proliferation[38], but activating cognate RNAi constructs with drivers that are active in ISCs (GS5961 and TIGS) did not consistently or substantially extend lifespan (Fig 6B, S6 Fig). *Pnt* functions in neurogenesis[41], and its continued expression in adult neurons suggested an ongoing, physiologically relevant role. However, neuronal *Pnt*^*RNAi*^ induction, achieved with the *ElavGS* driver, did not affect lifespan, while over-expressing either *Aop*^*ACT*^ or *Foxo* was deleterious and in contrast to their benefits in gut and fat body (Fig 6B, S7 Fig). *Eip74EF* is more highly expressed in the brain than other tissues (Fig 6A), indicating that neurons may mediate the beneficial effect of its ubiquitous knockdown. Indeed, expressing *Eip74EF*^*RNAi*^ in neurons using the inducible, neuron-specific driver *Elav-GS* extended lifespan (Fig 6B, S7 Fig). Overall, these data show that members of the *Drosophila* ETS family, along with *Foxo*, have distinct effects on lifespan in distinct tissues.

The ETS TFs act downstream of receptor tyrosine kinase (RTK) pathways. The insulin receptor *InR* is an established regulator of *Aop* and *Foxo*[8], and reducing its activity promotes lifespan[9]. Whilst expressing *InR*^*DN*^ (a dominant-negative form) in the gut and fat body enhanced lifespan, expressing the same construct in ECs did not (Fig 6B, S8 Fig), indicating that another RTK may function upstream of ETS TFs and *Foxo* in the ECs. The epidermal growth factor receptor *EGFR* can signal to *Pnt* and *Ets21C* via cic[38], suggesting *EGFR* in ECs may regulate lifespan. Indeed, inducing the dominant-negative form *EGFR*^*DN*^ in the gut and fat body or ECs extended lifespan (Fig 6B, S8 Fig). Hence, different ETS factors may limit lifespan downstream of different RTK pathways in different tissues.

The evidence suggested that a role in ageing is shared amongst multiple ETS factors in *Drosophila*. ETS TFs are conserved throughout multicellular animals, and the extensive conservation of roles in lifespan amongst the ETS family in the fly suggested that this lifespan modulation may be a fundamental property of these TFs, that extends to other species. The genome of the nematode *C*. *elegans* encodes 11 ETS TFs in total. At least one of these, *Ets-4*, has been reported to limit lifespan in the worm intestine[17]. We screened the majority of the other *C*. *elegans* ETS TFs for roles in lifespan by feeding worms RNAi from egg or L4 onwards (S1 Supplementary Information). Expanding the repertoire of proteins that limit worm lifespan, we found that knockdown of *Lin-1* (an orthologue of human *ELK1*, *ELK3* and *ELK4*) consistently extended *C*. *elegans* lifespan, in multiple independent trials from L4 stage or egg (e.g. Fig 6C). Thus, multiple ETS factors limit lifespan in species separated by hundreds of millions of years of evolutionary divergence, hinting at a general role for this family of TFs in animal longevity.

## Discussion

Promoting healthy ageing by transcriptional control is an attractive prospect, because targeting one specific protein can restructure global gene expression to provide broad-scale benefits. This study suggests key roles for ETS TFs in such optimisation. The results show dual roles for *Aop*: balancing *Foxo*’s outputs, and opposing *Pnt*’s outputs. These functions coordinate transcriptional changes that correspond to lifespan. Repressing transcription from the ETS site appears to be the key longevity-promoting step, and indeed lifespan was extended by limiting multiple ETS TFs, in multiple fly tissues, and in multiple taxa. Altogether, these results show that inhibiting lifespan is a general feature of ETS transcriptional activators. Presumably the expression of these TFs is maintained, despite costs in late life, because of benefits in other contexts. For example, *Pnt* is important during development[23,34–36], and expression may simply run-on into adulthood. We have now shown that *Pnt* is also important for adults facing nutritional variation or stress, and genomic evidence suggests equivalent functions for *Ets-4* in *C*. *elegans*[17]. In addition, *Ets21C* is required to mount an effective immune response[42], and both *Ets21C* and *Pnt* control gut homeostasis[38]. Tissue environment appears to be another important contextual factor that determines the lifespan effects of specific ETS TFs. Differences between tissues in chromatin architecture are likely to alter the capacity of a given TF to bind a given site, and our results show that a given TF, and also upstream RTKs, do not necessarily lead to the same lifespan effect across all tissues. The tissue-specific functions that we show for ETS TFs, *Foxo* and RTKs, suggests that transcription is locally coordinated by distinct receptors and TFs in distinct tissues, but that lifespan-regulatory signalling nevertheless converges on the ETS site. This differentiation makes it all the more remarkable that roles in lifespan appear to be conserved amongst ETS family TFs, even in diverse tissue contexts.

The structure of molecular networks and their integration amongst tissues underpins phenotype, including into old age. Unravelling the basics of these networks is a critical step in identifying precise anti-ageing molecular targets. Identifying the least disruptive perturbation of these networks, by targeting the “correct” effector, is a key goal in order to achieve desirable outcomes without undesirable trade-offs that may ensue from broader-scale perturbation. This targeting can be at the level of specific proteins, cell types, points in the life-course, or a combination of all three. The tissue-specific expression pattern of ETS TFs, and the apparent conservation of their roles in longevity, highlights them as important regulators of tissue-specific programs that may be useful in precise medical targeting of specific senescent pathologies.

## Methods

### *D*. *melanogaster* culture

All experiments were carried out in outbred, *Wolbachia*-free *Dahomey* flies, bearing the *w^1118^* mutation and maintained at large population size since domestication in 1970. All transgenes (S1 Supplementary Information) were backcrossed into this background at least 6 times prior to experimentation, and stocks were maintained without bottlenecking. Cultures were maintained on 10% yeast (MP Biomedicals, OH, USA), 5% sucrose (Tate & Lyle, UK), 1.5% agar (Sigma-Aldrich, Dorset, UK), 3% nipagin (Chemlink Specialities, Dorset, UK), and 0.3% propionic acid (Sigma-Aldrich, Dorset, UK), at a constant 25°C and 60% humidity, on a 12:12 light cycle. Experimental flies were collected as embryos following 18h egg laying on grape juice agar, cultured at standardised density until adulthood, and allowed to mate for 48h before males were discarded and females assigned to experimental treatments at a density of 15 females/vial. To induce transgene expression using the GeneSwitch system, the inducer RU_486_ (Sigma M8046) was dissolved in absolute ethanol and added to the base medium to a final concentration of 200 μM. Ethanol was added as a vehicle control in RU-negative food. For lifespan experiments, flies were transferred to fresh food and survival was scored thrice weekly. Feeding RU_486_ to driver-only controls did not affect lifespan (S1 Supplementary Information). For starvation stress experiments, flies were fed RU_486_ or EtOH-supplemented media for one week, before switching to 1% agarose with the equivalent addition of RU_486_ or EtOH, with death scored daily until the end. For sugar stress experiments, sugar content was increased to 40% w/v sucrose[39,40].

### *C*. *elegans* culture

Worms were maintained by Brenner’s protocol[43], at 20°C on NGM plates seeded with *Escherichia coli* OP50. For lifespan experiments, N2 (wildtype N2 male stock, N2 CGCM) were used at 20°C on NGM plates supplemented with 15μM FUDR to block progeny production. RNAi treatment was started from egg or late larval stages (details in Supplementary Materials). Animals that died from internal hatching were censored.

### Molecular cloning

The *pGL3Basic-4xFRE-pADH-Luc* construct (called pGL4xFRE, reference [31]) was used as template to generate PCR products containing 6xETS-4xFRE-pADH, 4xFRE-pADH, 6xETS-pADH- or pADH (primers in S1 Supplementary Information, ETS sequence described in [44]), flanked by *XhoI* and *HindIII* sites, cloned into the corresponding sites in *pGL3-Basic* and confirmed by sequencing. *PntP1* was amplified from *UAS-Pnt*^*P1*^ genomic DNA with Q5 High-Fidelity Polymerase (NEB M0491S - primers in S1 Supplementary Information), and *Aop*^*ACT*^ was cloned from genomic DNA of *UAS-Aop*^*ACT*^ flies[4]. *Pnt*^*P1*^ and *Aop*^*ACT*^ sequences were then cloned into the *pENTR-D-TOPO* gateway vector (Thermo 450218) before recombination into the *pAW* expression vector.

### S2 cell culture

*Drosophila* S2 cells were cultured in Schneider’s medium (Gibco/Thermo Scientific 21720024), supplemented with 10% FBS (Gibco/Thermo Scientific A3160801) and Penicillin/Streptomycin (Thermo 15070063). Cells were split into fresh media 24h before transfection, then resuspended to a density of 10^6^ ml^-1^ and transfected using Effectene reagent (Qiagen 301425) in 96-well plates, according to the manufacturer’s instructions. Reporters and TF expression plasmids were co-transfected with *pAFW-eGFP* to visually confirm transfection, and *pRL-TK-Renilla*^*luc*^ as an internal control for normalisation of reporter-produced Firefly luciferase. Reporters and *pRL-TK-Renilla*^*luc*^ were transfected 1:1. When multiple TF expression plasmids were transfected, it was done 1:1. Each TF expression plasmid was transfected 4:1 relative to reporters or *pRL-TK-Renilla*^*luc*^ (i.e. for every ng TF expression plasmid, 0.25 ng reporter and 0.25 ng *pRL-TK-Renilla*^*luc*^ were transfected). The total amount of DNA transfected was then topped up to a standard quantity across all experimental conditions with *pAFW-eGFP*, in equal volumes of TE buffer. Reporter activity was measured 18h after transfection using Dual-Luciferase reagents (Promega E1960). *pAHW-Foxo* and/or *pAW-Aop*^*ACT*^ were co-transfected with promoters bearing combinations of FREs and EBMs. *pAW-Aop*^*ACT*^ and *pAW-Pnt*^*P1*^ were co-transfected with a promoter bearing EBMs.

### Transcriptomics

Flies bearing combinations of *UAS-Foxo*, *UAS-Aop*^*ACT*^ and *UAS-PntP1*, or *UAS-Pnt*^*RNAi*^ in an *S_1_06-GS* background were dissected after six days adult feeding on RU_486_. Tissues were dissected in ice-cold PBS. Guts were dissected by cutting off the head and last abdominal segment, pulling on the crop through an incision at the abdomenal-thoracic junction, then removing tubules. Reproductive anatomy was then removed from the abdomen and the remainder of the abdomen taken as fat body. Dissected tissues were placed directly into ice-cold Trizol (Ambion 15596026). In the *Foxo-Aop*^*ACT*^*-Pnt*^*P1*^ epistasis RNA-Seq experiment, four experimental replicates were sampled per condition, each comprising a pool of 12 fat bodies or guts. In the *Pnt*^*RNAi*^ experiment three replicates were sampled per condition, also each comprising organs from 12 flies. RNA was extracted by Trizol-chloroform extraction, quantified on a NanoDrop, and integrity was assessed on an Agilent Bioanalyzer. Poly(A) RNA was pulled down using NextFlex Poly(A) beads (PerkinElmer NOVA-512981) and integrity was re-assessed. In the *Foxo-Aop*^*ACT*^*-Pnt*^*P1*^ epistasis RNA-Seq experiment, only samples with the highest RNA yields and integrity were included in library preparation, leaving 2–3 samples per experimental condition. All three replicates were prepped and sequenced in the *Pnt*^*RNAi*^ RNA-Seq experiment. RNA fragments were given unique molecular identifiers and libraries were prepared for sequencing using NextFlex qRNAseq v2 reagents, (barcode sets C and D, PerkinElmer NOVA-5130-14 and NOVA-5130-15) and 16 cycles of PCR. Individual and pooled library quality was assessed on an Agilent Bioanalyzer and quantified with a Qubit spectrophotometer. Sequencing was performed by the UCL Cancer Institute, using an Illumina HiSeq 2500 instrument (paired-end 50bp) for the *Foxo-Aop*^*ACT*^*-Pnt*^*P1*^ epistasis experiment, and a NextSeq 500 (paired-end 75bp) for the *Pnt*^*RNAi*^ experiment.

### cDNA and qRT-PCR

cDNAs were made from the polyA RNA preps that were prepared for sequencing, using SuperScript II Reverse Transcriptase (Thermo 18064014) and OligoDT. qRT-PCR was performed on an Applied Biosystems QuantStudio 6 Flex real-time PCR instrument with Fast SYBR Green PCR Master Mix (Thermo Fisher), with primers supplied by EuroFins Genomics (all oligo sequences in S1 Supplementary Information), relative to a standard curve comprising a pool of all samples and the instrument's standard PCR cycle.

### Metabolic assays

TAG was measured as in [45] in whole adult *S_1_06; UAS-Pnt*^*P1*^ flies following one week of RU_486_ feeding. Briefly, flies were CO_2_-anaesthetised, weighed on a microbalance, and immediately flash-frozen in liquid N_2_. Flies were thawed in ice-cold TEt buffer (10 mM Tris, 1 mM EDTA, 0.1% v/v Triton-X-100) and homogenised by shaking with glass beads (Sigma G8772) for 30s in a ribolyser at 6500 Hz. Aliquots of homogenates were heated to 72°C for 15m to neutralise enzymatic activity, then spun 1m at 4500g and 4°C to pellet debris. Triglyceride was measured by treating 5 μl sample with 200 μl Glycerol Reagent (Sigma F6428) for 15m at 37°C and measuring absorbance at 540 nm, then incubating with 50 μl Triglyceride Reagent (Sigma F2449) for 15m at 37°C and re-measuring absorbance at 540 nm, calculating glycerol content in each reading, then quantifying triglyceride content as the difference between the first and second measurement.

### Data analysis

Sequence libraries were quality-checked by FastQC 0.11.3, duplicate reads were removed using Je 1.2, and reads were aligned to *D*. *melanogaster* genome 6.19 with HiSat2 2.1. Alignments were enumerated with featureCounts 1.6. All downstream analyses were performed in R 3.3.1. The gut and fat body were analysed in parallel. In the RNA-Seq experiment analysing *Foxo-Aop*^*ACT*^*-Pnt*^*P1*^ epistasis, genes with no counted transcripts were excluded (S1 Supplementary Information). In the subsequent *Pnt*^*RNAi*^ experiment, genes were filtered by the same criteria and any genes that were not analysed in the first experiment were also excluded. Read counts are given in S1 Supplementary Information. The transcriptomic effect of RU_486_ feeding was established for each individual genotype in the experiment, using DESeq2 at a false discovery rate (IHW) of 10%. To identify correlated effects amongst genotypes, sets of shared targets were formed as unions of DE gene sets from individual genotypes. Log2 fold-change values (Figs 1–4) were plotted from the DESeq2 output. Three-way epistatic interaction amongst TFs were identified by fitting models of the form

$$y^{i}∼genotype+RU_{486}+block+genotype:RU_{486}$$

where *block* represented experimental replicate. The tripartite interaction of *Foxo*, *Aop*^*ACT*^ and *Pnt*^*P1*^ was identified by applying the model to all genes across all experimental conditions, and isolating genes with a significant *genotype*:*RU*_*486*_ term.

GO analysis was performed using the TopGO package, applying Fisher’s test with the *weight01* algorithm. Principal Components Analysis was performed on read counts of these genes following a variance-stabilizing transformation. To characterise gene-expression correlates of principal components, loadings onto principal components were extracted using the dimdesc function from the FactoMineR library, and GO analysis performed as previously. Transcripts of genes annotated with enriched GO terms were then plotted per term by centring variance-stabilised reads to a mean of zero and plotting against PC values per sample. Heatmaps were plotted using the heatmap.2 function from the gplots library, ordering rows by hierarchical clustering by Ward’s method on Euclidian distance, and scaling to row.

Fly lifespan data were analysed using log-rank tests in Microsoft Excel or Cox Proportional Hazards in R for the interaction of sugar and *Pnt*^*P1*^ expression. Worm lifespan data were analysed by log-rank tests in JMP.

Luciferase reporter data were normalised by taking the ratio of firefly luciferase to renilla luciferase signal and, for each promoter, taking the median reporter signal in the absence of FOXO and AOP^ACT^ as the start value, then calculating fold-change (i.e. difference in start and end values, divided by start value) for each sample. To assess the interaction of FOXO and AOP with promoters’ complements of TF-binding motifs, these normalised data were analysed by fitting a linear model of the form

$$y∼FRE*EBM*FOXO*AOP^{ACT}$$

in which *y* was the natural log of fold-change+1, FRE and EBM represented the TF-binding complement, and FOXO and AOP^ACT^ represented co-transfection with *pAHW-Foxo* or *pAW-Aop*^*ACT*^. By the same approach, the interactive effect of PNT^P1^ and AOP^ACT^ were assessed by fitting a linear model of the form

$$y∼PNT^{P1}*AOP^{ACT}$$

in which y represented the natural log of fold-change+1.

The effect of *Pnt*^*P1*^ overexpression on TAG and lifespan responses to nutrient stress (starvation or high-sugar diet) were analysed by a model of the form

$$y∼RU_{486}*diet$$

where y represented TAG normalised to unit weight in a linear model, or survival in a Cox Proportional Hazards model (survival library).

## Supporting information

S1 Fig Venn diagram showing overlap between the unions of *Foxo* and *Aop*'s regulons in the gut and fat body. Numbers represent set and intersection size.
(EPS)

S2 Fig Replicate experiments of results shown in Fig 2A. Results were qualitatively consistent in each of the three replicates: AOP^ACT^ both moderates and synergises with transcriptional activation by FOXO on synthetic promoters containing combined ETS-binding motifs (EBMs) and FOXO-responsive elements (FREs), upstream of a basal *Adh-Firefly*^*luciferase*^ reporter. Activity is shown following normalisation to internal *Renilla*^*luciferase*^ controls, and calculation of fold-change over the median expression of each reporter in the absence of FOXO and AOP^ACT^. A significant four-way interaction of promoter and TF combination (i.e. FRE:EBM:FOXO:AOP) was detected in each experiment and in the pool. Full statistical analysis for each replicate experiment and their pool in S1 Supplementary Information.
(EPS)

S3 Fig Expression of transcripts subject to the 3-way *Foxo-Aop-Pnt* interaction (Fig 3D and 3E and S1 Supplementary Information), and annotated with significantly enriched GO terms (the five categories with lowest enrichment p-values), plotted over the first principal component of the expression matrix for each tissue (correlated to lifespan). Expression values were derived by applying *DESeq2*'s variance-stabilising transformation to read counts, taking medians per transcript, and mean-sweeping values. Principal component values are shown in Fig 3D and 3E.
(EPS)

S4 Fig *PntP1* overexpression in the gut and fat body does not accentuate loss of overall body mass upon starvation. Linear model: RU_486_, F_1,19_ = 4.9, p = 0.04; starvation F_1,19_ = 465.55, p = 8e-15; RU_486_:starvation F_1,19_ = 2.45, p = 0.13).
(EPS)

S5 Fig Supplementary lifespan analysis—limiting ETS TFs ubiquitously and with *S_1_06*. Corresponding percentage changes in lifespan and associated p-values are given in S1 Supplementary Information and Fig 6B. **(A-F)** Expressing RNAi against each ETS TFs other than *Aop* and *Pnt*. *Ets21C* or *Ets97D* knockdown extended lifespan. **(G-L)** Expressing RNAi against the same set of ETS with the ubiquitous *DaGS* driver. *Ets21C or Eip74EF* knockdown extended lifespan. **(M-N)** Heterozygous and homozygous mutants of *Ets21C* were long-lived. Note that results from one experiment, with the same control population, are plotted in the two separate panels. **(O-P)** Knocking down *Pnt* with the ubiquitous *DaGS* or *ActGS* drivers limits lifespan, noting that an equivalent result is observed in S6I Fig, indicating that strong knockdown in the wrong adult tissues is costly. **(Q-R)** Confirmation with *ActGS* that neither *Ets65A* nor *Ets98B* limit lifespan.
(EPS)

S6 Fig Expressing *Foxo* **(A-C)** or limiting ETS activation (*Aop*^*ACT*^ **(D-F),** *Pnt*^*RNAi*^ **(G-I),** *Ets21C*^*RNAi*^ **(J-L)**) has cell type-specific effects in the gut. TFs were chosen for experimentation based on strength of lifespan extension with *S106*, excluding *Ets97D*^*RNAi*^ due to its relatively mild effect therein.
(EPS)

S7 Fig Impacts of neuronal ETS/Foxo signalling on lifespan. **(A)** Neuronal *Eip74EF*^*RNAi*^ extends lifespan. **(B)** Neuronal *Pnt*^*RNAi*^ does not impact lifespan. **(C-D)** Neuronal *Aop*^*ACT*^ or *Foxo* are toxic.
(EPS)

S8 Fig Receptor tyrosine kinases (RTKs) known to function upstream of ETS TFs also have tissue-specific impacts on lifespan. **(A-B)** Expressing dominant-negative forms of the insulin receptor *InR* or epidermal growth factor receptor *EGFR* in gut and fat body with *S106*, extended lifespan. **(C-D)** Expressing the same constructs using *GS5966* reveals differentiation between impacts of insulin and EGF signalling in the gut and fat body. **(E-F)** Neither RTK construct extended lifespan when expressed using the ISC-specific driver *GS5961*. **(G-H)** Dominant-negative *InR*, but not *EGFR*, mildly extends lifespan when expressed under control of *TiGS*.
(EPS)

S1 Supplementary Information Containing supplementary tables, with explanatory key on the first sheet to all subsequent sheets.

How the deposited data were processed for this re-analysis (not part of the article)

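RNA sequencing libraries from guts and fat bodies of adult females carrying *Pnt* RNAi under the *S_1_06* GeneSwitch driver were analysed, with 3 induced and 3 control libraries in each of 2 tissues and 12 libraries in all. The paper states that poly(A) RNA was made into libraries with molecular identifiers and 16 PCR cycles and read as paired ends of 75 bases. The authors removed duplicate reads with Je 1.2, aligned to genome release 6.19 with HiSat2 2.1 and counted reads per gene with featureCounts 1.6. For each tissue they give raw counts per gene and values from DESeq2's variance-stabilising transformation, which are on a log2-like scale with library size removed. Induction was taken from each sample's own label, because the labels give 200 µM RU_486_ for every sample. Labels held no replicate or block numbers.

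Counts were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, separately for each tissue, with TMM normalization, genes with at least 1 count over the 6 libraries of a tissue, and Benjamini-Hochberg adjustment at 10% FDR. DESeq2 1.42.0 was run on the counts and limma 3.58.1 on the authors' transformed values. Independent hypothesis weighting, which the paper used, was not run here. The difference between tissues was tested as the interaction of tissue and induction over 12 libraries and 10005 genes, and Kendall's tau compared the log2 fold changes of the tissues. Standard errors and 95% intervals are those of the edgeR fits. Gene positions are from Ensembl release 115 (BDGP6.54), on the same genome release 6.

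Before the data were examined, 31 lists of genes were written, of pathways and of markers of cell types and neighbouring tissues, and 6 entries found no match. Lists with at least 5 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists. Named genes were set by rule at the same time. They are the 19 genes the paper names, up to 12 genes with the largest change in each direction among those past 10% FDR by edgeR with groups that do not overlap, up to 4 members of each list past that threshold, and the 8 genes with the smallest p for the difference between tissues. Other genes are said to be chosen after their values were seen.

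Symbols were found for 10279 of the gut genes and 10969 of the fat body genes. Counts were identical in every library for 102 groups of overlapping or paired genes in the gut and 108 in the fat body, among genes with a mean of at least 5 counts. The steps were tested on simulated data in which 200 genes were changed. These were drawn from genes above a minimum mean count, and all genes were simulated independently of each other. Of 137 calls by edgeR in simulated guts 18 were false, and of 198 by DESeq2 57 were. In simulated fat bodies 17 of 123 calls by edgeR and 70 of 210 by DESeq2 were false. Alternatives were other normalizations, filters on low counts, tests and thresholds, 1 fit over both tissues, and leaving out each library. Terms for tissue scores and for a surrogate variable (sva 3.50.0) were added after the data were seen. *Foxo*, *Aop* ACT and *Pnt* P1 libraries were not analysed here, and intervals on counts cover counting error only.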

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

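The tests of gut library 112, of *pnt*, of yolk proteins on the egg genes alone, of induced against control flies and of the lists between tissues were chosen after the results were seen, and those of eggs and embryos, of yolk proteins on egg and embryo genes together and of the other splits of the libraries were set before.

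In genes the paper does not discuss, gut log2 fold changes past 10% FDR by edgeR were 4.89 for *Hsp70Bb* (fitted on 3 control counts), 4.23 for *CG5883*, 2.72 for *CG32302*, 1.98 for *lncRNA:CR44138* and 1.56 for *lncRNA:CR44310*. Past 10% FDR by edgeR, 0 genes were called when any 1 of libraries 107 to 111 was left out, while DESeq2 called all 5 in each of these fits and the log2 fold changes by edgeR without 1 library stayed at 4.67 to 5.06, 3.89 to 5.04, 2.59 to 2.94, 1.90 to 2.09 and 1.50 to 1.62 in the same order. The 10 splits of the gut libraries are too few for a share under 0.05. Counting the real split itself, 2 splits gave at least its 5 genes by edgeR (highest other 35), 4 at least its 43 by DESeq2 (highest other 1866) and 1, the real split alone, its 17 lists (highest other 14). A split with many times the real count points to a structure of the samples.

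Effects of *Pnt* RNAi differed between tissues for 13 of 31 lists by camera, and for 0 with an estimated correlation (smallest adjusted p = 0.385). Relative to the gut, the fat body effect was lower for cytoplasmic ribosomal proteins (adjusted p = 2.4e-22), detoxification enzymes (1.9e-09), oxidative phosphorylation (1.4e-06), oenocyte and cuticle markers (6.5e-04) and muscle markers (0.00254), and higher for cell cycle genes (2.5e-09), with each call holding whichever of the 12 libraries was left out. It was also lower for mitochondrial ribosomal proteins (0.00109, up to 0.104 without 111), the proteasome (0.0110, up to 0.878 and lost without 109, 112, 101 or 106), salivary gland and crop markers (0.0248, 0.111 without 112), haemocyte markers (0.0250, up to 0.307 and lost without 108, 110, 101 or 106) and spermatheca markers (0.0422, up to 0.612 and lost without 107, 110, 112, 103 or 105). It was higher for enteroendocrine markers (0.0132, up to 0.588 and lost without 112, 103 or 106) and for tubule and hindgut markers (0.0300, up to 0.327 and lost without 109, 110, 111, 103, 104 or 105). Single genes gave 0 calls for this difference by edgeR (342 at an unadjusted p under 0.05, 13 by DESeq2), and a count of 0 is matched by all 100 splits drawn whatever they hold, so they test nothing here (highest other 1433, which points to a structure of the samples).

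Gut control library 112 lay close to the induced guts, with a Spearman correlation across genes of 0.956 to induced library 107 and of 0.879 and 0.824 to the other controls, and of the 879 genes called without it 91.1% lay nearer to the induced guts in it (77.9% of the 231 higher and 95.8% of the 648 lower ones). A wrong label stays open: over those genes alone 22 of the higher ones were lower in library 112 than in the induced guts and 0 of the lower ones differed, but a held-out induced library was also lower than the others, at 13 of 303, 2 of 134 and 1 of 2 genes picked without it and without 112, where library 112 was lower at 51, 30 and 2. In each of these fits library 112 was lower at more genes than the held-out library. The rule asked for more than 13 genes in every fit, which the fit with 2 genes could not give, so it could not decide. These comparisons set 1 library against others and take the spread from the others. Ovary pieces stay open, as the ovary score as a term gave 14 genes by edgeR and 353 by DESeq2. These stand against 879 and 1941 in fits of another form, without library 112. The mean log2 CPM of ovary markers was 0.76, 2.91 and 2.31 in induced and 0.78, 3.33 and 0.19 in control guts, the last being library 112. That mean thus did not place library 112 with the induced guts and apart from both other controls. Tubule or hindgut pieces cannot be told apart, as their score (0 genes by edgeR as a term, 28 by DESeq2) itself parts libraries 110 and 111 from the other 4. No biological explanation was tested, since the design gives none within the controls.

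*pnt* did not fall past the test in either tissue. A fall of 2-fold or more is argued against by the 95% intervals over all 6 libraries of a tissue, whose lower end was -0.79 in the gut and -0.91 in the fat body. A smaller fall stays open, since the test called few simulated changes even of 2-fold (14.9% in the gut and 10.4% in the fat body). Reads of the RNAi hairpin counted as *pnt* stay open too, as 0 of the values analysed here give reads by position. A fall in protein, or in a part of the cells, was not tested.

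The 5 egg genes were uneven among the fat body libraries, with a mean log2 CPM of 2.54 in control library 106 and of 4.44 to 5.93 in the others. The list of 25 ovary and eggshell markers did not share this pattern. Its mean was 1.47 in library 106, and it ranged from 0.51 in control library 104 to 3.54 in induced library 102. Eggs or embryos left in the pools were predicted to give early embryo genes their lowest mean in library 106. The prediction failed, with 1.34 in library 106 and the lowest mean, 1.01, in library 103. It does not decide the question, as libraries 106 and 103 were the lowest for egg genes and for embryo genes alike. Embryo genes stood at 1.77 to 2.19 in the other libraries, so eggs or embryos left in the pools stay open. Yolk proteins pushing other genes down in library 106 are argued against for the 5 egg genes, which lay at -3.45 to -1.38 relative to all genes (median -2.56), while embryo genes lay at 0.03 and both together at -1.12 with an exact 95% interval of -2.48 to 0.08, which leaves the set as a whole open. Induction as the whole cause is argued against by groups that overlap, with a difference of means of 0.18 against a range within a group of 1.48 for egg and embryo genes together, and of 1.21 against 2.72 for egg genes alone, and induction as a part of the cause stays open.

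The 10 fat body splits are too few for a share under 0.05. Counting the real split itself, 6 gave at least its 16 genes by DESeq2 (highest other 1228, which points to a structure of the samples) and 1, the real split alone, its 20 lists (highest other 19). By edgeR the real count of 0 is matched by all 10 whatever they hold (highest other 21), so they test nothing there.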

How the results depend on the processing

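Terms for tissue scores and a surrogate variable, the newer edgeR fit, and all alternatives for the genes called by DESeq2 were chosen after seeing the data. Over 10 main results, 119 alternatives left the result the same, 39 moved it and 1 reversed it. Where a main result is a count of calls, only the number was compared, not which genes or lists were called. The gut fit over both tissues was thus scored the same although it shared no called gene with the main fit. It held only 3 of the main fit's 5 called genes. Fits that called no fat body gene were also scored the same, as the main fit called none. The tally therefore does not measure how stable the called genes were. Over 56 single gene results, 881 alternatives were the same, 38 weaker, 103 stronger and 8 reversed, and over 37 list results 365 were the same, 145 weaker and 6 reversed. The cause was not tested for any of these changes.

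The 5 gut genes became 43 with DESeq2, 41 with its fold change prior, 0 at 5% FDR, 14 with the ovary term, 0 with the tubule and hindgut term and 24 with 1 surrogate variable, and ranged from 0 (without any 1 of 107 to 111) to 879 (without 112) when 1 library was left out. 5 genes were called with RLE size factors, each filter and the newer fit, all 5 shared. In 1 fit of 12 libraries 5 were called, 0 of them shared, where only 3 of the main fit's 5 were tested. DESeq2's 43 gut genes became 353 with the ovary term and 28 with the tubule and hindgut term, and ranged from 18 (without 109) to 1941 (without 112), with 26 without 108 and 90 without 107. The 0 fat body genes became 16 with DESeq2, 13 with its prior, 1 in the fit of 12 libraries and 1 with a surrogate variable, and ranged from 0 to 2 (without 101). DESeq2's 16 fat body genes ranged from 12 to 84 (without 106), with 33 without 103 and 25 without 104. The 0 genes that differed between tissues became 2 with at least 1 count in every library, 13 with DESeq2 and 13 with its prior, and ranged from 0 to 3 (without 107), with 2 without 110 and 1 without 101.

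The 17 gut lists and 20 fat body lists each became 0 with an estimated correlation and 0 with fry. When 1 library was left out they ranged from 9 (without 112) to 18, with 11 without 108, and from 13 (without 102) to 20. Tau between tissues ranged from -0.101 (without 106) to 0.131, and was 0.0507 to 0.0882 otherwise.

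*pnt* kept its direction throughout. The Lsd-2 log2 fold change in gut turned to -0.0106 with the ovary term, -0.0507 with the tubule and hindgut term and -0.00677 without 108 (range without 1 library to 0.32), and the Lsd-2 log2 fold change in fat body to 0.0281 with limma, 0.11 with a surrogate variable, 0.06 without 101 and 0.26 without 106 (range -0.30 to 0.26). The CG43255 log2 fold change in fat body turned without 101 (-0.0566, range to 0.28). Adjusted p of lists that turned ranged from 0.00207 to 0.327 for gut sugar genes (turned without 110). In the fat body they ranged from 0.00284 to 0.779 for fatty acid and triglyceride synthesis (turned without 106, 0.635), 1.7e-08 to 0.477 for fatty acid oxidation (without 106), 1.2e-07 to 0.444 for glycolysis (without 106) and 2.1e-04 to 0.955 for the proteasome (without 101, and without 106 at 0.332).

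No paired analysis was possible because the labels give no replicate or block numbers, so a replicate block was not run, nor was limma on the transformed values for the difference between tissues. Depth and spread limit small changes, as simulated 2-fold changes were recovered at 14.9% in the gut and 10.4% in the fat body by edgeR.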

Differences from the paper's values

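The paper's count of genes changed by *Pnt* RNAi in the gut is about 47 in Fig. 4A, read by eye, and edgeR gave 5 at the same 10% FDR. Of the alternatives set before the data were examined, DESeq2 (43) and DESeq2 with a fold change prior (41) did not differ from the paper's count. RLE size factors, the filters on low counts, limma (6), 5% FDR (0), 1 fit of 12 libraries (5) and leaving out any 1 library (0 to 879) did. In the fat body the paper's count is about 83 in Fig. 4A, read by eye, and edgeR gave 0 (302 at an unadjusted p under 0.05). DESeq2 (16), its prior (13), limma (0) and all other alternatives set before the data were examined differed from it. DESeq2 without fat body library 106, chosen after seeing the values, gave 84, and how many of the paper's called genes it drops cannot be counted, since its list is held only in part. The paper's own tests used independent hypothesis weighting, which was not run here. The paper describes the induced flies as having *Pnt* knocked down, and the log2 fold change of *pnt* was -0.31 in the gut and -0.30 in the fat body, neither past the test.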

Other observations

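The lists were set before the data were examined, the libraries named were found after, and the gene names below were chosen after their values were seen. All list values are adjusted p from camera, and none passed with an estimated correlation (smallest adjusted p 0.556 in the gut and 0.487 in the fat body).

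Cytoplasmic ribosomal protein genes moved up in the gut (85 genes, 71 positive, median log2 fold change 0.37, adjusted p = 1.7e-10) and down in the fat body (5 positive, median -0.32, adjusted p = 6.2e-09), whichever library was left out. Genes of oxidative phosphorylation moved up in the gut (0.0120, lost without 111 at 0.763) and down in the fat body (0.00107). Cell cycle genes moved down in the gut (23 genes, 0 positive, median -0.77, adjusted p = 3.8e-04, lost without 111 at 0.688, the library with the highest mean log2 CPM of both cell cycle genes, 4.65, and ovary and eggshell markers, 3.33, of all guts) and up in the fat body (22 positive, median 0.43, adjusted p = 3.4e-06, lost without 106 at 0.444). The 5 egg genes varied alongside them in the fat body, both being lowest in library 106. The ovary and eggshell list was lowest in library 104 instead. The cell cycle mean log2 CPM was 5.23, 5.10 and 4.30 in induced and 5.14, 4.43 and 3.01 in control libraries, and the egg gene mean was 5.93, 5.69 and 4.44 and 5.26, 4.64 and 2.54 in the same order.

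In the gut, mitochondrial ribosomal proteins (6.9e-07), antimicrobial peptides (0.0120, lost without 108 at 0.104 and 112 at 0.139), spermatheca (0.00333, lost without 112 at 0.139), oenocyte (0.0193, lost without 112 at 0.292), ovary (0.0519, lost without 108 at 0.293, 110 at 0.327 and 112 at 0.961), fat body (0.0575, lost without 108 at 0.107, 109 at 0.200 and 112 at 0.627) and haemocyte markers (0.0575, lost without 108 at 0.503, 110 at 0.368 and 112 at 0.239) moved up. The ovary list had a median of -0.06 and a mean of 0.59, and adjusted over the list alone 7 of its genes were higher and 3 lower. Tubule and hindgut markers moved down (0.00236). Lists that did not pass were ETS factors (0.572), EGFR (0.669), insulin (0.600), JAK/STAT (0.763), proteasome (0.297), juvenile hormone and ecdysone (0.642), and markers of enterocytes (0.369), stem cells (0.213), enteroendocrine cells (0.913), muscle (0.859), neurons (0.592) and salivary gland (0.114). Adjusted over the list alone by edgeR, *nub* was lower and *Syn*, *CG15199*, *yellow-g* and *yellow-g2* were higher in the gut, with 0 of them past edgeR's test over all genes. Of these, DESeq2 called only *CG15199* over all genes, also whichever gut library was left out. *yellow-g* and *yellow-g2* were the 2 members of the spermatheca list that were higher. That list, here and above, also holds genes of the wider female reproductive tract, so its move does not single out spermatheca.

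In the fat body, ovary (1.8e-05, lost without 104 at 0.100), enteroendocrine (0.00332, lost without 103 at 0.448), heat shock (0.0596, lost without 102 at 0.342, 104 at 0.199 and 105 at 0.185) and spermatheca lists (0.0786, lost without 102 at 0.990, 104 at 0.308 and 106 at 0.723) moved up. Muscle (6.9e-05), detoxification (0.00898, lost without 102 at 0.185 and 106 at 0.332), juvenile hormone and ecdysone (0.0160), proteasome (0.0483, lost without 101 at 0.955, 102 at 0.119 and 106 at 0.332), oenocyte (0.0483, lost without 101 at 0.340, 105 at 0.129 and 106 at 0.396), salivary gland (0.0786, lost without 101 at 0.204, 102 at 0.328, 104 at 0.220 and 106 at 0.332) and EGFR lists (0.0953, lost without 102 at 0.116, 103 at 0.309, 104 at 0.591 and 105 at 0.424) moved down. Lists that did not pass were ETS factors (0.782), serine proteases (0.727), mitochondrial ribosomal proteins (0.386), and markers of enterocytes (0.575), stem cells (0.988), fat body (0.745), haemocytes (0.632), neurons (0.782) and tubule and hindgut (0.995). *Dh31* was higher by edgeR adjusted over the list alone, and 7 ovary genes were higher and 2 lower.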
